# Erastin-induced ferroptosis enhances natural killer cell anti-tumor activity and offers therapeutic potential in neuroblastoma

**DOI:** 10.3389/fimmu.2026.1739503

**Published:** 2026-02-10

**Authors:** Vimala Anthonydhason, Erna Islamagic, Nikki Leijon, Jennie Gaarder, Tommy Martinsson, Susanne Fransson, Fredrik B Thorén, Ganesh Umapathy

**Keywords:** ATF4, ferroptosis, neuroblastoma, NK cell cytotoxicity, ULBP1

## Abstract

High-risk neuroblastoma (NB) often relapses and becomes refractory to treatment, making it a significant contributor to childhood cancer mortality despite its relative rarity. Addressing the challenges posed by NB’s resistance to conventional apoptosis-inducing therapies (e.g., chemotherapy and radiation) has become a pressing concern in pediatric oncology research. In recent years, the growing comprehension of alternative cell death modalities distinct from apoptosis has revealed a promising avenue in the endeavor to combat treatment-resistant cancers. One such mechanism, ferroptosis, has attracted increasing attention for its potential role in combating therapy-resistant cancer cells. High-risk NB typically exhibits an immune-excluded phenotype, characterized by minimal immune cell infiltration. Despite this characteristic, the mechanisms underlying immune exclusion and impaired immune activation in NB remain unclear. Here, we demonstrate that the induction of ferroptosis using Erastin, a cystine-glutamate antiporter inhibitor, reduces NB cell proliferation and foci formation. Furthermore, our transcriptomics analysis revealed that treatment with Erastin in NB cells led to increased expression of ULBP1, a ligand to the activating natural killer (NK) cell receptor, NKG2D. Upon ferroptosis induction, the transcription factor ATF4 was found to drive ULBP1 expression in NB cells. Consistent with this, pre-treatment with Erastin sensitized NB cells to NK cell cytotoxicity in co-culture experiments. These results suggest the NK cell’s cytotoxic function can be enhanced with Erastin-mediated ferroptosis, which may be beneficial for NB patients.

## Introduction

Neuroblastoma (NB), a highly heterogeneous childhood cancer, predominantly affects very young children with a median age of 22 months at diagnosis (1–5). Originating along the sympathetic chain, NB primarily emerges in the adrenal medulla and subsequently disseminates to various regions, including the bone marrow (70%), cortical bone (56%), regional and distant lymph nodes (31%), liver (30%), and intracranial and orbital sites (2–4, 6). Chromosomal aberrations significantly influence NB prognosis. Common alterations associated with poor outcome include deletions of chromosome arms 1p and 11q, gain of 17q, and amplifications of *MYCN* and *ALK* (7–11). Notably, *MYCN* amplification on chromosome 2p24 occurs in approximately 20–30% of NB cases and remains one of the strongest predictors of aggressive disease and poor survival (11–15). In addition to *MYCN*, activating mutations or amplifications of *ALK* contribute to tumor initiation and progression, and together these two alterations often co-occur, defining a particularly high-risk NB subset (7, 8, 11). Such genomic alterations not only drive tumor aggressiveness but also contribute to therapy resistance by deregulating cell death pathways (16, 17).

The immune system also plays a pivotal role in NB progression and treatment response. While infiltration by T cells, dendritic cells, and NK cells is linked to improved prognosis (18, 19), high-risk NB often displays limited immune cell infiltration and reduced MHC class I expression, resulting in an immune-excluded or “cold” tumor phenotype (20, 21). These features contribute to poor responses to immune-based therapies, emphasizing the need to identify strategies that can restore immune recognition and cytotoxic activity. This limitation necessitates the development of innovative therapeutic strategies that enhance apoptosis-inducing agents that modulate the immune system for managing NB patients.

NB, like other solid tumors, requires specific metabolic alterations to fuel its deregulated growth and invasion into surrounding tissues (22, 23). High-risk NB is characterized by an increased production of reactive oxygen species (ROS), which can inflict cellular damage. To counteract this oxidative stress, NB cells undergo metabolic rewiring, relying on cysteine-derived metabolites, including glutathione (GSH), for effective ROS detoxification (22, 23). Most cellular cysteine is acquired through the amino acid transporters, which exchange extracellular oxidized cysteine for intracellular glutamate (24, 25). Erastin, an inhibitor of the cystine-glutamate antiporter (System Xc-), causes depletion of intracellular GSH and has demonstrated several anti-cancer properties, including induction of ferroptotic cell death (26–29).

Ferroptosis is a unique, iron-dependent form of programmed cell death that is driven by lipid peroxidation and distinct from other forms of cell death (26–31). Besides Erastin, ferroptosis can also be induced by inhibiting glutathione peroxidase 4 (GPX4) activity or disrupting GSH synthesis, which ultimately leads to the accumulation of toxic lipid ROS (26–31). Ferroptosis has been increasingly studied as an alternative cancer cell-killing pathway that can overcome the therapeutic insensitivity and resistance of cancer cells to conventional apoptosis-based cancer therapies, prompting its potential use for cancer treatment (26–29). Recent studies have also revealed that ferroptotic cell death can influence the tumor immune microenvironment by releasing stress signals and upregulating immune-activating ligands, thereby bridging metabolic stress with immune recognition (31, 32). However, the mechanisms of ferroptotic cell death and immune modulation remain elusive. In this study, we demonstrate that erastin-induced ferroptosis in NB cells drives upregulation of ULBP1 (UL16-binding protein 1), a ligand for the activating receptor, NKG2D. We further show that Erastin-treated NB cells trigger NK cell cytotoxicity when co-cultured with NK cells.

## Materials and methods

### Cell culture

KELLY and SK-N-BE (2) (*MYCN* amplified), SK-N-AS and SK-N-FI (*MYCN* non-amplified) NB cell lines were employed in this study. All cell lines were cultured in complete media, consisting of RPMI 1640 (Gibco) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin, at 37°C and 5% CO_2_. The natural killer cell line NK-92, generously provided by Prof. Kerry Campbell, was cultured in alpha-MEM containing ribo- and deoxyribonucleosides, supplemented with 12.5% heat inactivated (HI) horse serum (Sigma-Aldrich), 12.5% HI fetal calf serum (FCS), 2.2 g/L sodium bicarbonate, 0.2 mM inositol (Sigma-Aldrich), 2 mM L-glutamine, 0.1 mM 2-mercaptoethanol (Life Technologies), 0.02 mM folic acid (Sigma-Aldrich), and 200 U/mL recombinant IL-2 (Chiron). All cell lines were cultured under standard conditions and routinely tested for the presence of mycoplasma, whereas NB cell line identities were verified by SNP microarray analysis (33).

### Proliferation assay

KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI NB cell lines were seeded in 96-well plates at a density of 8000 cells/well. The next day, cells were treated with different concentrations of the System Xc inhibitor Erastin (Selleckchem) (range 0.05-10.0 µM). For combination experiments, cells were treated with either Erastin (Selleckchem), the ferroptosis inhibitor Liproxstatin-1 (Selleckchem), or a combination of both. Cellular viability was assessed at 72 h with resazurin assay, with cells incubated with 44 µM resazurin (Sigma Aldrich) for 2-3 h, followed by fluorescence (λex/em=560/590nm) quantification in a TECAN microplate reader.

### Foci formation assay

Cells (1.0 × 10^5^) were seeded in 12-well plates in triplicate and treated with either 1 or 5 µM Erastin with DMSO as a control for 14 days. Plates were washed with PBS and air-dried, then fixed with methanol for 20 minutes. Cells were stained with 0.2% crystal violet in 20% ethanol for 20 minutes, followed by three brief rinses in water. Plates were then scanned using Toshiba Studio 2505AC.

### Western blotting

Proteins from respective cell lines and control cells were extracted using cell lysis buffer (Cell Signaling) supplemented with proteinase and phosphatase inhibitors. Protein amount was quantified using the Pierce BCA Protein assay kit (Thermo Fisher Scientific). The exact amount of total protein sample (20 µg) was separated from each sample using SDS-PAGE and transferred onto a 0.2-µm PVDF membrane. The blots were probed overnight at 4°C with the following antibodies: ULBP1 (#703182, 1:500) from Thermo Fisher, GAPDH (#2118, 1:10,000), and ATF4 (#11815, 1:1,000), which were purchased from Cell Signaling. Horseradish peroxidase–conjugated secondary antibodies, goat anti-mouse immunoglobulin G (IgG) (#sc-2748, 1:5000), and mouse anti-rabbit IgG (#sc-2357, 1:5000) were purchased from Santa Cruz. Protein levels were quantified using ImageJ software.

### RNA interference

ATF4 was silenced in NB cells (KELLY and SK-N-AS) using Silencer Select siRNAs (Invitrogen) according to the manufacturer’s instructions. Cells were seeded in 12-well plates at a density of 3 × 10^5^ cells per well 24 h before transfection, reaching approximately 60-80% confluence at the time of transfection. Transfection was performed using Lipofectamine RNAiMAX (#13778-150, Thermo Fisher Scientific) following the standard protocol. Briefly, siRNA–Lipofectamine complexes were prepared in Opti-MEM (#31985070, Thermo Fisher Scientific) using a final siRNA concentration of 12.5 pmol per well, incubated for 5 min at room temperature, and added dropwise to the cells. A Stealth scrambled siRNA (Invitrogen) was used as a negative control at the same concentration. Cells were incubated for 48 h post-transfection before harvesting for ATF4 and ULBP1 protein expression analysis by immunoblotting.

### Isolation of NK cells

Buffy coats were collected from de-identified healthy donors through the blood center at Sahlgrenska University Hospital. Separation of peripheral blood mononuclear cells (PBMCs) was performed using density gradient centrifugation with Lymphoprep (Stemcell Technologies, #07861). Primary natural killer (pNK) cells were isolated with the Human NK Cell Isolation Kit (Miltenyi Biotec, #130-092-657). The purity of the isolated NK cells was verified by CD56/CD3 staining.

### Cell lysis and degranulation assays with pNK cells

NK cells were pre-stimulated with 500 IU/mL IL-2 for three days prior to use in functional assays. KELLY cells (non-treated and treated with 1 μM Erastin) were used in assays with primary NK cells. KELLY cells were labelled with CellTrace Violet (1:2000, Invitrogen) and co-cultured with NK cells for three hours at the indicated effector-to-target (E:T) ratios. Cells were then stained with Live/Dead-Near IR dye (1:1000, Invitrogen). For degranulation assays, an anti-CD107a antibody (1:100, clone H4A3, BD Biosciences, #565113) was added before co-incubation.

### NK cell cytotoxicity with NK-92 cells

NB cells (KELLY, SK-N-AS, and SK-N-FI) were plated for 48 h in 6-well plates (0.1/0.2x10^6^ cells per well) before 48 h treatment with Erastin (1 μM/1.5 μM) to induce ferroptosis. NB cells were labeled with CellTrace Violet (1:2000, Invitrogen, #C34557), co-cultured with NK-92 cells for three hours at the indicated E:T ratio, and subsequently stained with Live/Dead Near-IR dye (1:1000, Invitrogen, #L34993) and washed twice in PBS to determine the percentage of dead NB cells using flow cytometry.

### Expression of other NKG2D ligands on NB cells and NKG2D receptor on NK-92

SK-N-AS cells were stained for the expression of other NKG2D ligands: ULBP2/5/6 (1:100, clone 16S903, R&D, mouse anti-human, #MAB1298), ULBP3 (1:100, clone 166510, R&D, mouse anti-human, #MAB1517), ULBP4 (1:100, clone 6E6, Santa Cruz Biotechnology, mouse anti-human, #53133), MICA/B (1:20, BD Pharmingen, #558352). NK-92 cells were stained for NKG2D expression (1:20, Miltenyi Biotec, clone REA797, #130-111-645).

SK-N-AS and NK-92 cells were washed twice with PBS and stained with indicated mouse anti-human primary (ULBPs) or directly conjugated antibody (MICA/B, NKG2D) for 30 min at 4°C with L/D Near-IR dye (1:1000, Invitrogen). After two washes with PBS, cells stained with unconjugated primary antibodies incubated with goat anti-mouse secondary antibody (1:500, Invitrogen, A55747) for 30 minutes at 4°C. SK-N-AS cells then washed three times with PBS, and NKG2D ligand and receptor expression was analyzed by flow cytometry.

### Lipid peroxidation detection and ULBP1 expression

To stimulate ferroptosis, KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI were plated in 6-well plates (0.5x10^6^ cells per well) for 48 h and afterwards treated with indicated Erastin concentrations (KELLY:1.5 µM, SK-N-AS, SK-N-BE (2), and SK-N-FI: 3 µM). For lipid peroxidation measurements, cells (0.1x10^6^ per well) were plated in 96-well plates with the BODYPI™ 581/591 C11 probe (10 µM, Invitrogen, #D3861) and incubated for 5 h at 37°C in the dark prior to repeated PBS washing. By measuring the ratio of green to red fluorescence, it is possible to relatively quantify the extent of lipid peroxidation in live cells or tissue.

Separately, NB cells (KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI) were seeded and washed with PBS, then stained for 30 minutes at 4°C with anti-ULBP1 primary antibody (1:100, clone 170818, R&D systems, #MAB-1380-500) prior to washing and 30 min incubation with secondary antibody (1:500, Invitrogen, #A55747). After three washing steps with PBS, the MFI of ULBP1-expressing live cells was measured using flow cytometry. Data acquisition was performed using a five-laser BD LSRFortessa (BD Biosciences, NJ, USA), and data analysis was conducted using FlowJo software versions 10.9.0 and 10.10.0.

### RNA-seq analysis

Cell line RNA-Seq: KELLY and SK-N-AS cells were seeded (0.5x10^6^) in 6-well plates in triplicate before treatment with Erastin for 24 hours. Control samples were harvested after 24 h. RNA was extracted using the ReliaPrep RNA Miniprep System (Promega #6111) according to the manufacturer’s protocol. The purified RNA was sent to Novogene UK for library preparation and sequencing. RNA-seq paired-end reads (read length 150 base pairs) were aligned to the human GRCh38 reference genome with an average alignment efficiency of 90.9%. Genes were annotated using GENCODE Release 29/GRCh38.p12 (https://www.gencodegenes.org/human/release_29.html) and quantified with HTSeq (version 2.0.3) (34). Only protein-coding genes were selected for further analysis. Differential gene expression was determined using DESeq2 (version 1.42.1) (35). Differentially expressed genes (DEGs) were identified using a threshold of p-value ≤ 0.05 and fold change ≥ 1.5. Over-representation analysis (ORA) was performed with the clusterProfiler package (version 4.10.1) (36) to identify enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Gene Ontology (GO) enrichment analysis was further conducted to predict the biological functions associated with the DEGs. Data visualization, including volcano plots and cnetplots, was carried out using R packages.

### Kaplan-Meier analysis

Kaplan-Meier analysis with calculation of log-rank test for overall and event-free survival probability in relation to the expression levels was performed using the Kaplan-scan cutoff method in ‘R2: Genomic Analysis and Visualization Platform’ (http://r2.amc.nl) with the publicly available datasets ‘Tumor Neuroblastoma-SEQC-498-rpm-Seqnb1’ (n=498) and the Cangelosi - 786 - custom - dgc2102 (n=786). The Kaplan-Scan cutoff method examines every increasing expression value as a cutoff for the log-rank test in order to find the optimal segregation point of two groups based on gene expression. This method then presents the most statistically significant cutoff, along with the corresponding Bonferroni-corrected P-value and the initial non-corrected P-value.

### Statistical analysis

Statistical analyses were performed using either GraphPad Prism 7/8 software or the R statistical package (version 4.0). Statistical tests are indicated in the respective sections and figure captions.

## Results

### High levels of cystine/glutamate antiporter expression correlate with the outcome of NB patients

Previous studies have demonstrated that cystine/glutamate antiporter metabolism is a crucial metabolic rewiring process for the progression and survival of NB (22, 23). Taking this into account, we first investigated whether the expression of the cystine/glutamate antiporter genes *SLC3A2 and SLC7A11* correlates with the outcome of NB patients. The relationship between *SLC3A2 and SLC7A11* expression and neuroblastoma survival data was evaluated using the Sequencing Quality Control (SEQC) cohort of 498 patients using the R2 database (http://r2.amc.nl). This revealed a statistically significant correlation between the increased expression of *SLC3A2 and SLC7A11* genes and a poor overall survival (**Figures 1A, B**; P = 1.76e-19 and P = 1.87e-04, respectively). Similar results were obtained from the larger Cangelosi cohort (n=786), which also showed that higher expression levels of both *SLC3A2 and SLC7A11* were significantly associated with poor overall survival rates in NB patients (**Figures 1C, D**; P = 2.45e-30 and P = 1.03e-07, respectively), suggesting that retained glutamate transportation could be associated with poor outcome.

**Figure 1:**
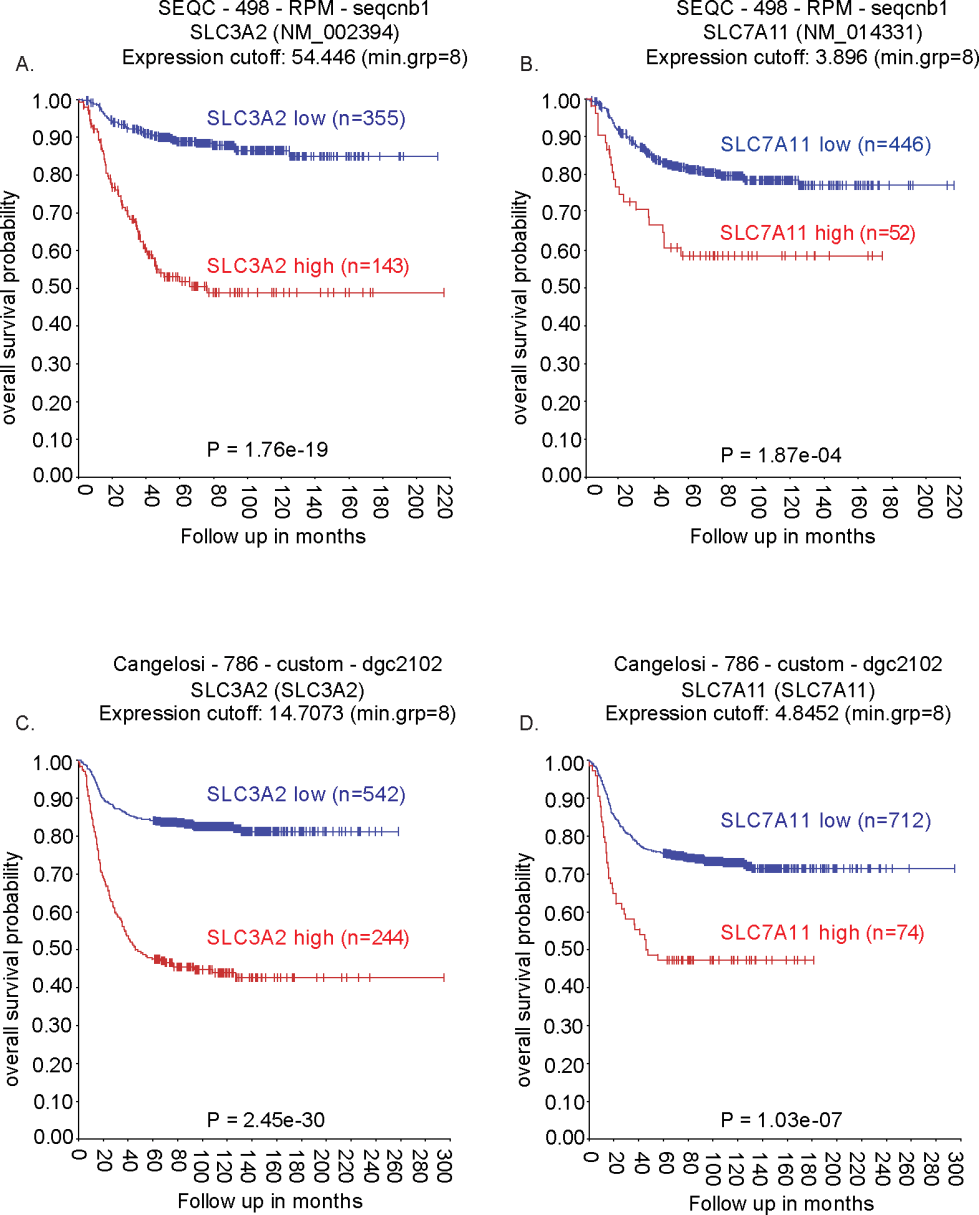
Kaplan–Meier overall survival plots based on SLC3A2 and SLC7A11 expression in neuroblastoma patient cohorts. **(A, B)** Survival analysis of the SEQC cohort stratified by high and low expression of *SLC3A2* **(A)** and *SLC7A11* **(B)** Survival analysis of the Cangelosi cohort stratified by high and low expression of *SLC3A2* **(C)** and *SLC7A11* **(D)**. Sample sizes and P-values are indicated in each panel.

### Erastin induces ferroptosis in NB and reduces cell proliferation

Next, we set out to investigate whether the cystine/glutamate antiporter inhibitor Erastin affects NB cell growth and foci formation. For this, we used four NB cell lines with different genetic backgrounds: KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI. Consistent with previous findings (22), Erastin inhibited NB cell growth in a dose-dependent manner. NB cell lines KELLY, SK-N-AS, and SK-N-BE (2) showed similar sensitivity to Erastin. Notably, KELLY cells exhibited a more pronounced decrease in viability even at lower concentrations of Erastin compared to the other NB cell lines, suggesting heightened sensitivity to cystine-glutamate antiporter inhibition. In contrast, SK-N-FI exhibited moderate sensitivity to cystine/glutamate antiporter inhibition (**Figure 2A**). These differences in Erastin sensitivity likely reflect the distinct genetic and metabolic backgrounds of the NB cell lines. We then treated the NB cells with Erastin for a long-term period (14 days), and foci formation was inhibited at both 1 µM and 5 µM concentrations across all four cell lines. Similar to the proliferation assays, KELLY cells showed a marked reduction in foci formation even at lower Erastin concentrations, whereas SK-N-FI cells displayed only moderate sensitivity to Erastin treatment (**Figure 2B**).

**Figure 2:**
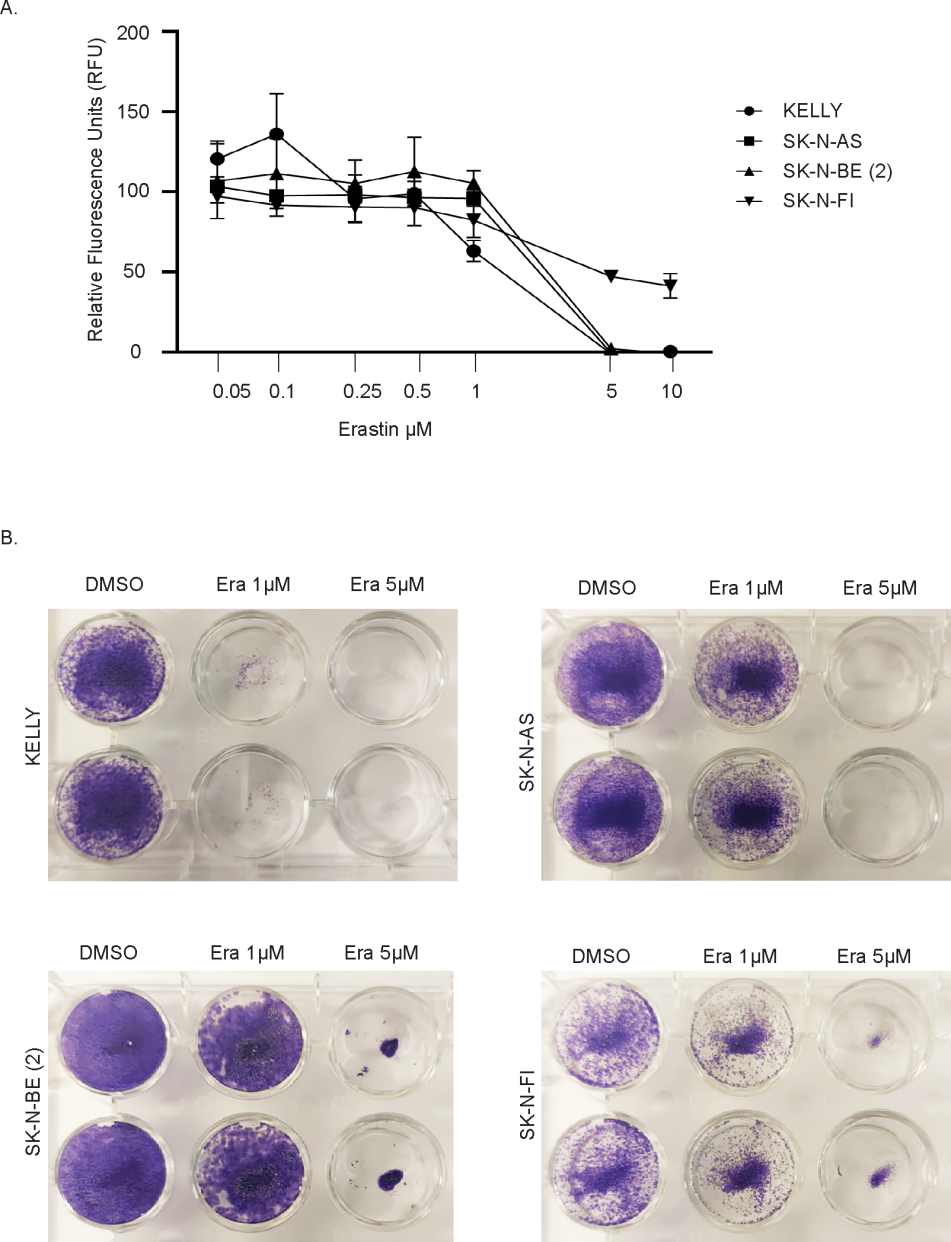
Effect of Erastin treatment on neuroblastoma cell lines. **(A)** Cell viability assay showing relative fluorescence units (RFU) in response to increasing concentrations of Erastin in the indicated NB cell lines. **(B)** Representative images from foci formation assay in the NB cell lines treated with DMSO (control), 1 μM Erastin, or 5 μM Erastin. n = 3 biologically independent experiments.

Several studies have demonstrated that Erastin, a cystine/glutamate antiporter inhibitor, can induce ferroptosis in both *in vitro* and *in vivo* settings (22, 26, 31). To test this, we treated NB cells with either the ferroptosis inhibitor Liproxstatin-1 (Lip-1), Erastin, or a combination of both, and measured cell proliferation (**Figure 3A**). As seen in **Figure 3A**, the cell death induced by Erastin was prevented when NB cells were treated concomitantly with the ferroptosis inhibitor, Lip-1. The availability of cystine/cysteine is the rate-limiting step in GSH synthesis, which counteracts ROS and prevents ferroptosis — an iron-dependent form of regulated cell death caused by ROS-mediated lipid peroxidation (22, 26, 31). Monitoring ROS formation by flow cytometry using the lipid peroxidation sensor, C11-BODIPY, revealed a significant increase in cellular lipid peroxidation following Erastin treatment (**Figure 3B**). Collectively, these data indicate that the cystine/glutamate antiporter inhibitor Erastin indeed induces ferroptosis in NB cells.

**Figure 3:**
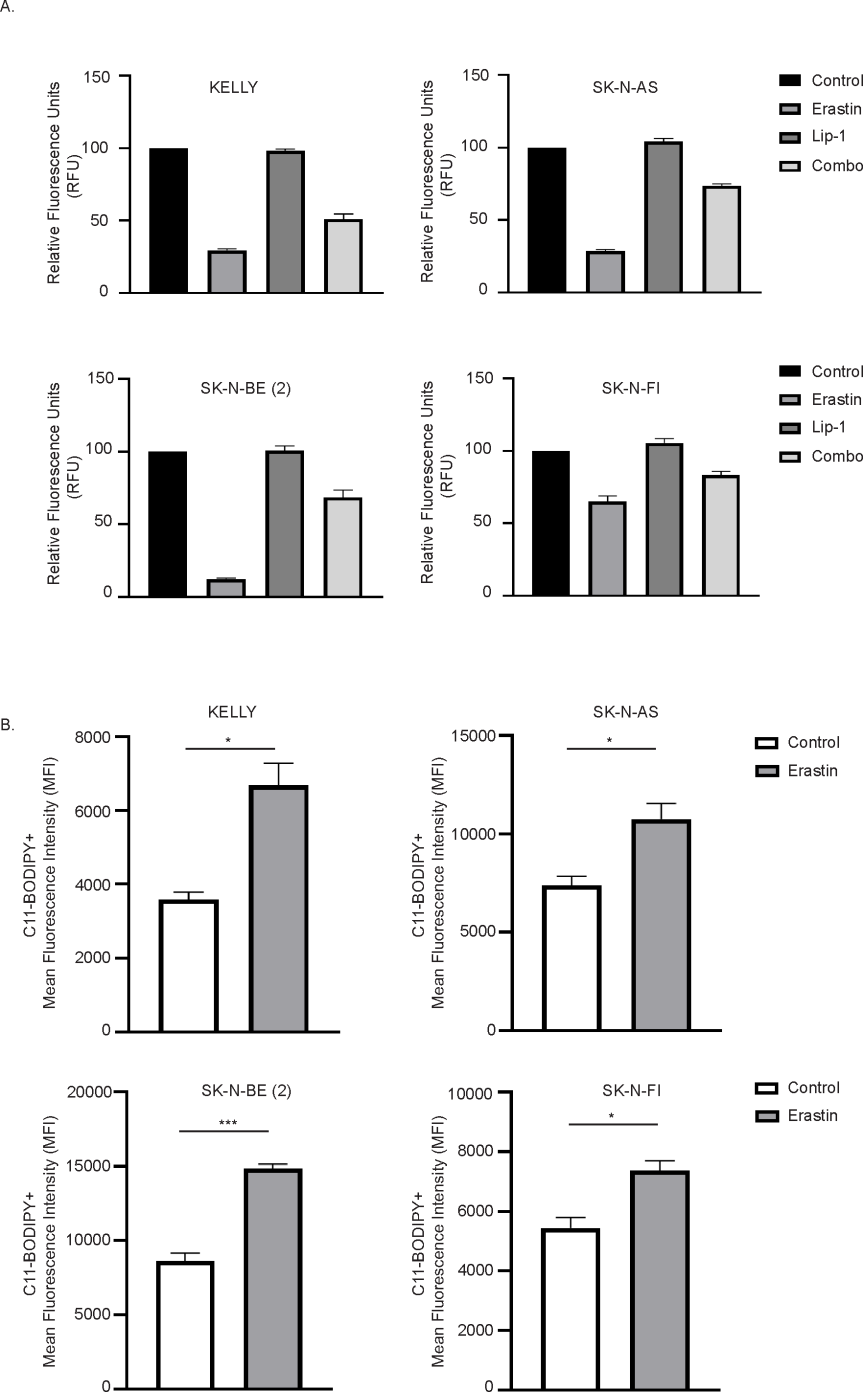
Erastin treatment induces lipid peroxidation in neuroblastoma cells. **(A)** Cell viability of KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI neuroblastoma cell lines treated with either DMSO (control), Erastin, Liproxstatin-1 (Lip-1), or a combination of Erastin and Lip-1 (1 μM). Viability was assessed using the Resazurin reduction assay. **(B)** Lipid peroxidation levels measured by flow cytometry using the BODIPY™ 581/591 C11 sensor in the indicated NB cell lines after treatment with DMSO or Erastin. n = 3 biologically independent experiments. *P<0.05, ***P<0.001; Paired t test.

### Transcriptional profiling of ferroptosis induction in NB cells

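RNA was sequenced from 2 human neuroblastoma cell lines, KELLY and SK-N-AS, after 24 h with Erastin, an inhibitor of the cystine/glutamate antiporter system Xc, or with the DMSO control. KELLY cells were given 1 µM and SK-N-AS cells 2 µM Erastin, so that the lines differed in dose as well. Each of the 4 groups had 3 samples. The methods describe cells plated in triplicate and name no separate experiments for the sequencing. By that description, the SDs and p-values here measure spread between wells and libraries, not between independent experiments. The authors aligned paired-end reads to GRCh38, counted them per gene with HTSeq on the GENCODE annotation, and deposited the raw counts of 58735 gene names of all biotypes, without normalization. The total count per sample ranged from 24516853 to 28251514 in KELLY with DMSO (median 25485366) and from 24169796 to 27194496 with Erastin (median 25746050). In SK-N-AS it ranged from 25696149 to 27244335 with DMSO (median 27067859) and from 25780416 to 29835670 with Erastin (median 27014548). MYCN, the gene whose amplification distinguishes the lines, had 138697 ± 7535 counts (SD, n = 3) in KELLY with DMSO and 139209 ± 21643 (SD, n = 3) with Erastin. In SK-N-AS it had 9.67 ± 2.31 counts (SD, n = 3) with DMSO and 2 ± 1 (SD, n = 3) with Erastin.

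Each cell line was analyzed separately. Genes with low counts were removed with edgeR's default filter, which left 16258 genes in KELLY and 16095 in SK-N-AS. Counts were scaled by the TMM method and Erastin was compared with DMSO by edgeR's quasi-likelihood test. A gene was counted as a DEG at the threshold of the methods, an unadjusted p of at most 0.05 and a fold change of at least 1.5. The number with a Benjamini-Hochberg adjusted p under 0.05 was taken as well. Libraries of the same group differed in how abundance followed the GC content of the genes. Across 10031 genes, which are not independent replicates, Spearman's correlation between GC content and a KELLY library's log2 ratio to the mean of the 6 libraries was -0.84, 0.74 and -0.51 in the DMSO samples. It was 0.87, -0.71 and 0.28 in the Erastin samples. In SK-N-AS the values over 9970 genes were 0.81, 0.28 and -0.80 with DMSO and -0.33, 0.49 and -0.50 with Erastin. Removing each library's trend lowered the biological coefficient of variation between replicates from 0.246 to 0.146 in KELLY and from 0.105 to 0.0581 in SK-N-AS. Values are given without this correction unless it is named.

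**Figure D1:**
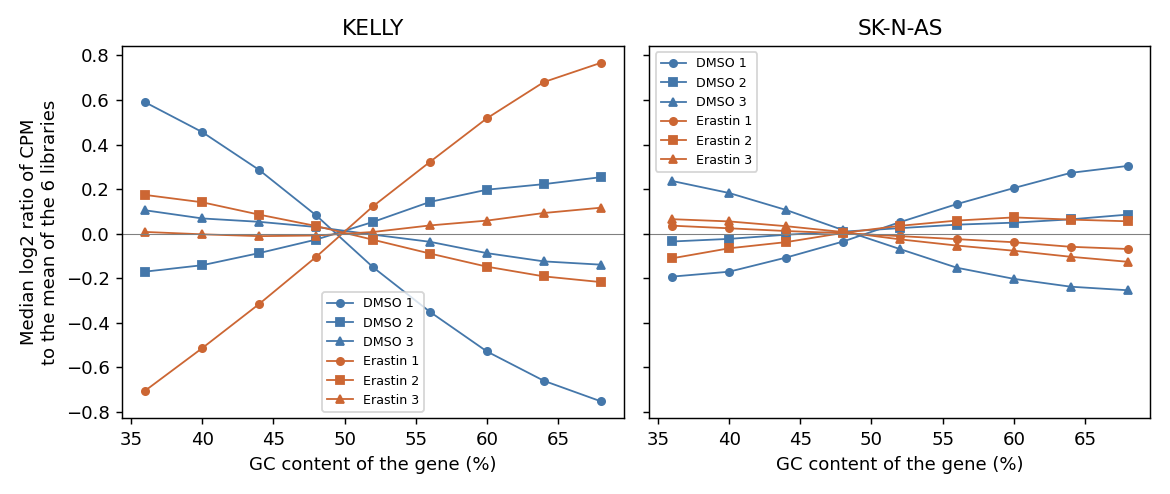
GC content and abundance in the 12 libraries. Each line joins the median log2 ratio of a library's CPM to the mean of the 6 libraries of its cell line, over genes binned by GC content in percent; KELLY DMSO 1 falls and KELLY Erastin 1 rises with GC content, and the SK-N-AS libraries spread less.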

To characterize the downstream gene expression response following ferroptosis induction, we performed a comprehensive RNA-Seq analysis after treatment of KELLY (*MYCN* amplified) and SK-N-AS (*MYCN* non-amplified) NB cells with Erastin for 24h (**Figure 4A**). Erastin treatment generated a robust, but variable, response across the two NB cell lines after 24 h. 

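Whether the response differed between the cell lines was tested with edgeR's quasi-likelihood test of the interaction of treatment and cell line, over all 12 samples and 18239 genes. STC2 was the 1 gene with a Benjamini-Hochberg adjusted p under 0.05 in that test. Its log2 fold change was 2.59 in KELLY (standard error 0.18, adjusted p = 0.00986 from edgeR) and 0.58 in SK-N-AS (standard error 0.11, adjusted p = 0.0270). With 1 replicate left out these log2 fold changes stayed between 2.50 and 2.64 in KELLY and between 0.49 and 0.64 in SK-N-AS, but the adjusted p rose to as much as 0.301 in KELLY (without DMSO replicate 3) and 0.208 in SK-N-AS (without DMSO replicate 2). The difference, SK-N-AS minus KELLY, was -2.02 (standard error 0.19, adjusted p = 0.00224 from edgeR). PHGDH had the next smallest p, with a difference of 2.35 (standard error 0.36) toward SK-N-AS and an adjusted p of 0.211 from edgeR. ASS1, PLAU and IGFBP5 followed, each with an adjusted p of 0.361 and with differences of -1.63, -3.51 and -1.26. PLAU had at most 6 counts in each KELLY library. With each library's GC trend removed, 14 genes passed, of which 4 leaned to KELLY. The others leaned to SK-N-AS, among them ATF4 (difference 0.83, adjusted p = 0.00316 from edgeR's interaction test), CHAC1 (2.03) and PHGDH (2.57). Cell line and dose cannot be separated in this design.

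The DEGs of the 2 lines overlapped more than independent lists would. Of 14338 genes tested in both, 45 were DEGs in both lines against 5.15 by chance (Fisher's exact test, two-sided, p = 1.14e-29, with genes that are not independent replicates). Of these, 39 rose in both lines, 2 fell in both, and 4 changed in opposite directions. Only STC2 had an adjusted p under 0.05 in both lines with edgeR. With the GC trend removed, 29 genes did. Over all genes tested in both lines, the log2 fold changes were nearly unrelated across genes, with Pearson's r of 0.09 and Spearman's rho of 0.02. The sign of r was not stable. It was 0.18 with the GC trend removed and 0.27 without DMSO replicate 1 of SK-N-AS. It was -0.12 without DMSO replicate 3 of SK-N-AS, -0.03 without its Erastin replicate 2, and -0.00184 without the filter on low counts. Over the 11305 genes counted as expressed, r was 0.13, and 0.30 with the GC trend removed. Over expressed genes it was -0.20 without DMSO replicate 3 of SK-N-AS.

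**Figure D2:**
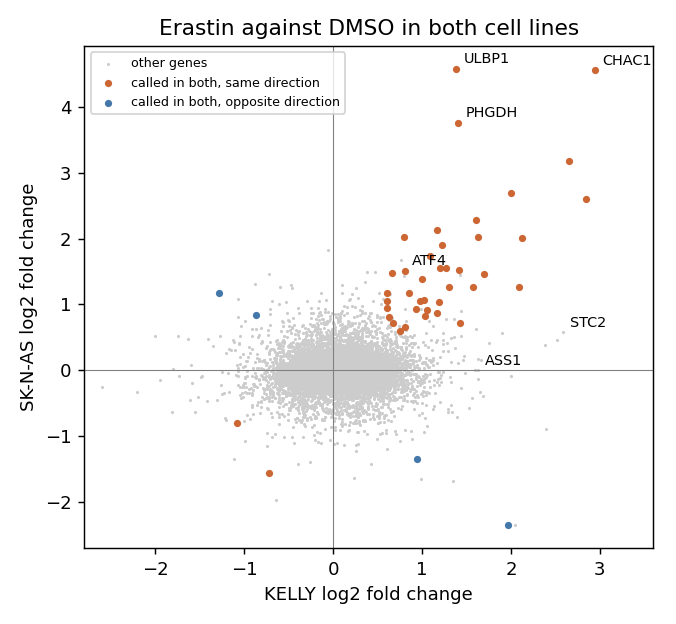
Log2 fold change of Erastin against DMSO in KELLY (x axis) and SK-N-AS (y axis). Each point is 1 of the 14338 genes tested in both lines, and colored points are the 45 DEGs in both; most of these lie at the upper right. The SK-N-AS value of ULBP1 is fitted against DMSO libraries of at most 2 counts.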

The total number of differentially expressed genes (DEG) (fold change ≥1.5 and P≤ 0.05) in KELLY and SK-N-AS 24 h after treatment with Erastin were 479 and 393, respectively (**Figure 4A**; **Supplementary File 1**).

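In the deposited counts, edgeR's quasi-likelihood test gave 330 DEGs in KELLY, of which 209 rose and 121 fell, and 429 in SK-N-AS, of which 215 rose and 214 fell. Without the fold limit, 430 genes in KELLY and 1412 in SK-N-AS had an unadjusted p of at most 0.05. After Benjamini-Hochberg adjustment over all genes tested, 1 gene passed in KELLY. In SK-N-AS 106 did, of which 74 rose and 32 fell. The KELLY count fell to 99 with the fold limit tested inside the model and to 1 with an adjusted p and the fold limit, and was 980 without the filter on low counts. With each replicate left out in turn, it lay between 197 and 996, the highest without DMSO replicate 2. With Erastin replicate 2 left out it was 633. In SK-N-AS the count stayed between 431 and 507. The number at an adjusted p under 0.05 ranged from 53 without DMSO replicate 2 to 855 without DMSO replicate 3. With the GC trend removed, 33 genes in KELLY and 834 in SK-N-AS passed the adjusted threshold, and all 106 found without the correction were among the latter.

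With DESeq2, the tool named in the methods, the counts were 469 and 382 at the same threshold. The log2 fold changes of the paper's listed genes differed from DESeq2's by at most 4.99e-06 in KELLY and 4.97e-06 in SK-N-AS. Of the paper's 479 KELLY genes, 352 passed the filter on low counts and 256 were DEGs with edgeR. Of its 393 SK-N-AS genes, 308 passed the filter and 297 were DEGs. Genes with a mean count under 10 made up 25.3% of the paper's KELLY list and 22.1% of its SK-N-AS list. By DESeq2's own adjusted p, 25 genes of the first list and 118 of the second were under 0.05.

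In SK-N-AS, among genes with an adjusted p under 0.05 in edgeR's test and a mean log2 CPM of at least 1, the largest rises were those of CHAC1, PHGDH, ADM2, INHBE and ASNS. Each was higher in all 3 Erastin samples than in all 3 DMSO samples. Chance separates groups of this size, in either direction, in 10% of genes. CHAC1 rose from 0.935 ± 0.203 to 22.2 ± 5.71 CPM (SD, n = 3 each), a log2 fold change of 4.56 (standard error 0.23, adjusted p = 1.54e-06 from edgeR). ADM2, INHBE and ASNS had log2 fold changes of 3.18, 2.61 and 2.28. The largest falls were smaller. IGFBP5 changed by -1.12 (standard error 0.13, adjusted p = 0.00105 from edgeR), and CYP1A1, TRPV2, BMPER and SERPINB2 by -1.11, -1.11, -0.90 and -0.88. IGFBP5 passed under all 18 alternatives, whereas CYP1A1, TRPV2, BMPER and SERPINB2 lost their adjusted p under 0.05 in 5, 6, 5 and 3 of them. Most of these left out a single replicate, and without DMSO replicate 2 none of these 4 passed, at 0.0727, 0.174, 0.123 and 0.101.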

**Figure 4:**
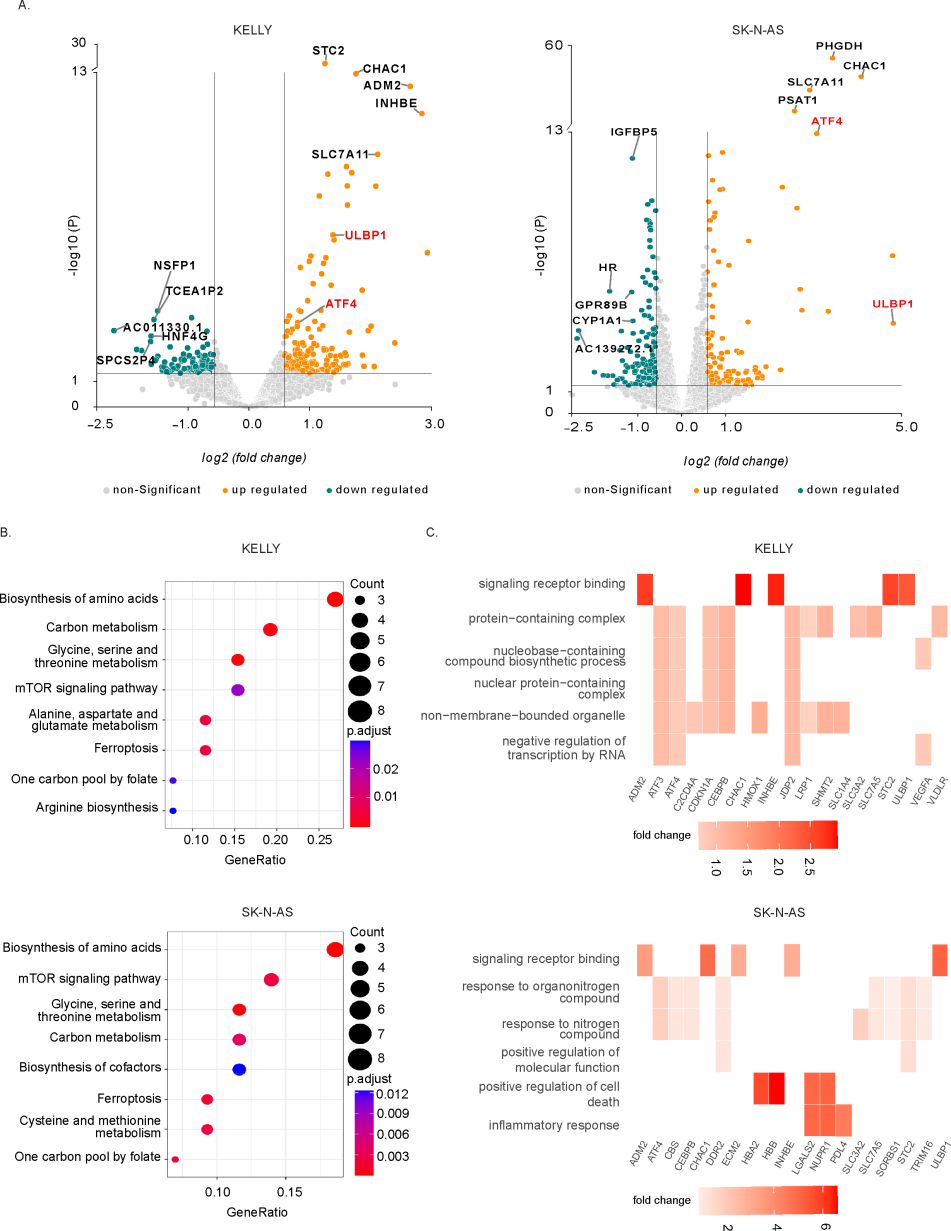
Transcriptomic profiling reveals upregulation of ULBP1 and ferroptosis-related genes following Erastin treatment. **(A)** Volcano plots showing differentially expressed genes in KELLY and SK-N-AS neuroblastoma cell lines treated with 1 µM and 2 µM Erastin for 24 hours, respectively, compared to DMSO control. Non-significant genes are shown in gray; significantly upregulated and downregulated genes are shown in red and blue, respectively. **(B)** KEGG pathway enrichment analysis of DEGs in KELLY and SK-N-AS cells, showing significantly enriched pathways including ferroptosis and amino acid metabolism. **(C)** Gene Ontology (GO) enrichment network highlighting clusters associated with oxidative stress response, amino acid metabolic processes, and signaling receptor binding, with key genes indicated.

To elucidate the molecular response following ferroptosis induction, we performed KEGG pathway and Gene Ontology (GO) enrichment analyses on Erastin-treated NB cells. 

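The genes of 5 metabolic pathways were tested as lists in each cell line with limma's camera, which asks whether a list's genes rank higher or lower than the other genes, with Benjamini-Hochberg adjustment over 12 lists. KEGG's own membership was not used here. The lists were written by hand after the KEGG maps, after the paper's list of DEGs had been read. In KELLY, limma's camera gave a rise for the one-carbon pool by folate (18 genes, median log2 fold change 0.12, adjusted p = 0.0131), carbon metabolism (92 genes, median 0.06, adjusted p = 0.0131) and glycine, serine and threonine metabolism (28 genes, median 0.17, adjusted p = 5.55e-04). The median of the one-carbon genes was higher in all 3 Erastin samples than in every DMSO sample, and that of the other 2 lists was in 1. A single replicate decided some of these calls: the one-carbon pool did not pass without DMSO replicate 2 (0.143), DMSO replicate 3 (0.0513) or Erastin replicate 2 (0.119), nor carbon metabolism without DMSO replicate 3 (0.0513). The ferroptosis list (34 genes, median -0.07, limma camera adjusted p = 0.544) and arginine biosynthesis (15 genes, median -0.16, camera adjusted p = 0.160) did not pass. Camera gave the direction as up for both lists in this fit, although only 14 of the 34 and 6 of the 15 genes rose. With the GC trend removed both passed, at an adjusted p of 0.00978 (range over 21 alternatives 0.00233 to 0.930) and 0.00318 (range 2.80e-04 to 0.662) from limma's camera, while their medians were -0.01 and -0.08. Over the 21 alternatives, ferroptosis passed in 4 and arginine biosynthesis in 6, among them the fit without Erastin replicate 1.

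In SK-N-AS the ferroptosis list passed (34 genes, median 0.05, limma camera adjusted p = 9.22e-10), as did the one-carbon pool (20 genes, median 0.03, camera adjusted p = 1.63e-05). Glycine, serine and threonine metabolism (30 genes, limma camera adjusted p = 8.38e-08) and carbon metabolism (91 genes, camera adjusted p = 0.00695) also passed, but with medians of -0.02 each, and 15 of the 30 and 37 of the 91 genes rose. Carbon metabolism did not pass without DMSO replicate 3 (0.0996). The sample medians were above every DMSO sample in 2 Erastin samples for ferroptosis, 3 for the one-carbon pool, 0 for glycine, serine and threonine metabolism and 1 for carbon metabolism. Arginine biosynthesis (16 genes, median -0.05, limma camera adjusted p = 0.263) passed under none of 21 alternatives.

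Camera presets the correlation between genes at 0.01. Under fry, the calls that held were the one-carbon pool in KELLY, and ferroptosis, the one-carbon pool and glycine, serine and threonine metabolism in SK-N-AS. With the correlation estimated from the data, none of the 5 lists held in KELLY, and ferroptosis and the one-carbon pool held in SK-N-AS. Without the genes that the paper names or labels, none of the 3 KELLY calls held (limma camera, adjusted p = 0.117 for the one-carbon pool, 0.141 for carbon metabolism and 0.196 for glycine, serine and threonine metabolism). In SK-N-AS ferroptosis (limma camera, adjusted p = 0.0135) and the one-carbon pool (0.00196) held, while glycine, serine and threonine metabolism (0.881) and carbon metabolism (0.631) did not. Counted as DEGs, 3 of the 34 ferroptosis genes were called in KELLY (Fisher's exact test, adjusted p = 0.0621) and 4 in SK-N-AS (Fisher's exact test, adjusted p = 0.0294). For arginine biosynthesis these were 2 of 15 (Fisher's exact test, adjusted p = 0.0621) and 1 of 16 (adjusted p = 0.468). The one-carbon pool had 2 of 18 (Fisher's exact test, adjusted p = 0.0761) and 3 of 20 (adjusted p = 0.0306), and carbon metabolism 8 of 92 (adjusted p = 0.00168) and 5 of 91 (adjusted p = 0.144). Glycine, serine and threonine metabolism had 5 of 28 (Fisher's exact test, adjusted p = 8.95e-04) and 6 of 30 (adjusted p = 3.58e-04). In SK-N-AS 1 of those 6 fell. The paper names or labels 4 genes of this list.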

KEGG pathway analysis revealed, not surprisingly, significant enrichment of ferroptosis-associated metabolic pathways, including arginine biosynthesis, one-carbon pool by folate, carbon metabolism, and most notably, the ferroptosis pathway itself (**Figure 4B**). These enriched pathways reflect metabolic reprogramming consistent with oxidative cell death and confirm Erastin’s efficacy in activating ferroptotic signaling in NB cells. 

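SLC7A11 and SLC3A2 encode the subunits of system Xc, HMOX1 encodes heme oxygenase, and SHMT2, PSAT1 and PHGDH encode enzymes of serine and glycine metabolism. All 6 genes were higher in every Erastin sample than in every DMSO sample of the same line. SLC7A11 rose from 23.8 ± 7.79 to 104 ± 39.0 CPM in KELLY and from 52.9 ± 5.51 to 213 ± 20.5 CPM in SK-N-AS (SD, n = 3 each). Its log2 fold change was 2.12 in KELLY (standard error 0.35, adjusted p = 0.410 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.01 in SK-N-AS (standard error 0.11, adjusted p = 1.54e-06). In SK-N-AS each of the 6 genes passed the adjusted threshold. HMOX1 and PSAT1 rose by 1.91 and 2.02 on the log2 scale, SLC3A2 and SHMT2 by 1.05 and 1.04, and PHGDH by 3.76 (standard error 0.20). With all 12 samples in 1 fit, SLC3A2, HMOX1 and SHMT2 lost their adjusted p under 0.05. In KELLY the log2 fold changes were 0.97 for SLC3A2, 1.22 for HMOX1, 1.19 for SHMT2, 0.80 for PSAT1 and 1.41 for PHGDH, and none of the 6 passed the adjusted threshold in edgeR. Their unadjusted p lay between 3.57e-04 and 0.0118, within the threshold of the methods. With DESeq2, SLC7A11, PHGDH and SLC3A2 passed in KELLY, at an adjusted p of 4.64e-07, 3.46e-04 and 0.0450. HMOX1, SHMT2 and PSAT1 did not pass with DESeq2, at 0.286, 0.0998 and 0.291. Counts differed widely between replicates in KELLY. SHMT2 had 1700, 3376 and 2775 counts with DMSO and 7605, 4433 and 5520 with Erastin. With the GC trend removed, SLC7A11, SLC3A2, SHMT2, PSAT1 and PHGDH passed in KELLY, at an adjusted p between 5.23e-04 and 0.0458 in edgeR. HMOX1 did not, at an adjusted p of 0.202.

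**Figure D3:**
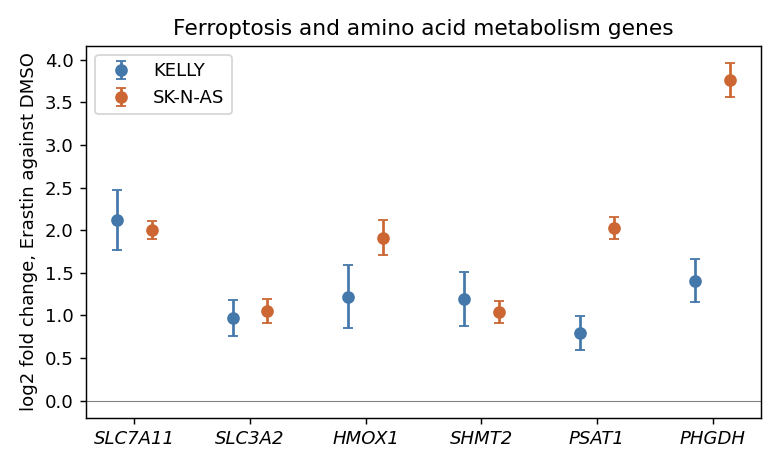
Log2 fold change of Erastin against DMSO for 6 genes in KELLY and SK-N-AS. Points are edgeR estimates and bars are standard errors. All lie above 0, and PHGDH, PSAT1 and HMOX1 sit higher in SK-N-AS, with bars that do not overlap. Bars of standard errors are no test of a difference between the lines. None of these genes passed the interaction test on uncorrected counts. With the GC trend removed PHGDH and PSAT1 passed it, and HMOX1 did not.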

Network-based KEGG visualization further highlighted key ferroptosis mediators such as *SLC7A11, SLC3A2*, and *HMOX1*, along with amino acid metabolism genes including *SHMT2, PSAT1*, and *PHGDH*, suggesting a tightly regulated redox stress response (**Supplementary Figures 1A, B**).

To further characterize transcriptional reprogramming, we performed GO term enrichment and network analysis of differentially expressed genes in both KELLY and SK-N-AS cells. 

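Fig. 4A and Fig. 4C label 42 genes. In KELLY, 35 of these passed the filter on low counts and 29 were DEGs, of which 24 rose and 5 fell. In SK-N-AS, 36 were tested and 28 were DEGs, of which 23 rose and 5 fell. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of them had an adjusted p under 0.05 in KELLY and 24 in SK-N-AS. With the GC trend removed these counts were 17 and 30. The paper chose the labels from these samples, so they are not independent evidence. Amino acid transporters were among the genes that rose in both lines. SLC7A5 had a log2 fold change of 1.20 in KELLY (standard error 0.24, adjusted p = 0.656 from edgeR) and 1.55 in SK-N-AS (standard error 0.15, adjusted p = 2.11e-04). For SLC1A4 the values were 1.16 in KELLY (standard error 0.16, adjusted p = 0.192 from edgeR) and 2.14 in SK-N-AS (standard error 0.16, adjusted p = 1.86e-05). Several labeled genes had very few reads. NUPR1 had 2, 1 and 1 counts with DMSO and 21, 63 and 32 with Erastin in SK-N-AS, at least 11.7-fold higher against a limit of 3 counts, and no reads in KELLY. HBB had 0 counts in the DMSO samples of SK-N-AS and 40, 2 and 1 with Erastin, so a single library carried its rise. LGALS2, with 3, 6 and 6 counts, and PLD4, with 4, 5 and 1, were at 0 in all DMSO samples of that line. These last 3 genes did not pass the filter on low counts.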

The GO network revealed highly interconnected clusters associated with biological processes, including amino acid metabolic processes, and signaling receptor binding (**Figure 4C**). 

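ATF4, listed by its gene name, lies on chromosome 22 of GRCh38 from 39519695 to 39522683 (GENCODE release 44). In SK-N-AS its level rose from 111 ± 4.72 CPM with DMSO to 315 ± 31.8 CPM with Erastin (SD, n = 3 each). The log2 fold change was 1.51 (standard error 0.09, adjusted p = 5.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.43 and 1.57 with each replicate left out in turn. In KELLY ATF4 rose from 290.3 ± 60.8 to 508 ± 61.8 CPM (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.19). Every Erastin sample was above every DMSO sample there too, and the gene met the threshold of the methods, but its adjusted p was 0.770 in edgeR. It was 0.0157 with the GC trend removed, where the log2 fold change was 0.69. Over 18 alternatives the adjusted p of ATF4 in KELLY ranged from 4.17e-09 to 1.00. A list of 43 genes of the integrated stress response, of which the paper names or labels 18, was tested with limma's camera. All 41 that were tested in KELLY rose (median log2 fold change 1.06, limma camera adjusted p = 3.97e-91), and 30 of them were DEGs. In SK-N-AS all 42 tested rose (median 1.06, also with 1 gene near 0 counts in DMSO set at its lower bound, limma camera adjusted p = 3.57e-240), and 31 were DEGs. The list passed under fry and with an estimated correlation in both lines. The list was written after the paper's DEGs had been read. Without the genes that the paper names or labels, 24 genes were left in each line, of which 13 in KELLY and 15 in SK-N-AS are in the paper's list of DEGs, so the reduced list is no independent check. Its medians were 0.73 in KELLY (limma camera adjusted p = 1.26e-35) and 0.87 in SK-N-AS (camera adjusted p = 1.10e-90). All 3 Erastin samples had higher medians of the list than all DMSO samples in each line.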

Notably, ATF4, a known transcriptional regulator of the integrated stress response, was prominently enriched within the oxidative stress cluster, supporting its involvement in regulating ferroptosis-associated genes. 

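ULBP1 is a protein-coding gene on chromosome 6 of GRCh38, from 149963943 to 149973715 on the plus strand (GENCODE release 44). In KELLY it had 115, 82 and 108 counts with DMSO and 213, 273 and 301 with Erastin. This was 3.90 ± 0.598 CPM with DMSO and 10.2 ± 1.13 CPM with Erastin (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.20). The unadjusted p was 1.57e-04 and the adjusted p over all genes was 0.319, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each replicate left out in turn, the log2 fold change stayed between 1.29 and 1.51. The adjusted p of ULBP1 in KELLY ranged from 1.37e-13 to 0.961 over 18 alternatives and was under 0.05 in 4 of them. With DESeq2 it was 2.41e-04, and with edgeR after removal of the GC trend it was 0.00276, with a log2 fold change of 1.57. In SK-N-AS ULBP1 was close to the limit of detection without treatment, with 0, 2 and 0 counts in the DMSO samples against 13, 21 and 24 with Erastin. Its level was 0.0261 ± 0.0452 CPM with DMSO and 0.706 ± 0.228 CPM with Erastin (SD, n = 3 each). Set against a limit of 3 counts in DMSO, it was at least 6.01-fold higher. The adjusted p of ULBP1 in SK-N-AS was 0.0144 with edgeR and at most 0.0430 in the 16 alternatives that gave an adjusted p. In absolute terms SK-N-AS with Erastin stayed below KELLY with DMSO, at 0.706 against 3.90 CPM, each scaled within its own line. All 3 Erastin samples were above all 3 DMSO samples in both lines.

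**Figure D4:**
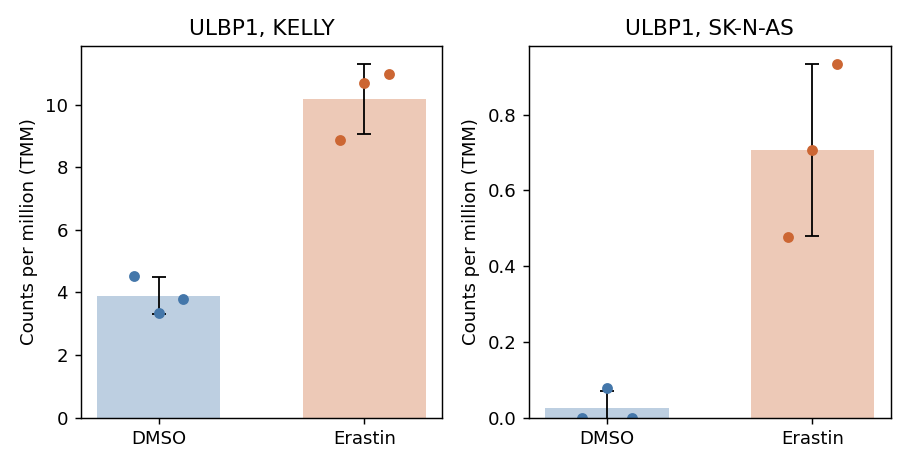
ULBP1 in CPM in KELLY and SK-N-AS, on separate y axes. Points are samples, bars are means of 3 samples and error bars are SD, drawn down to 0 for SK-N-AS with DMSO; the Erastin samples lie between 8.88 and 11.0 in KELLY and between 0.478 and 0.934 in SK-N-AS.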

Among the upregulated genes, *ULBP1* emerged as one of the most prominent hits within the signaling receptor binding category, with robust induction observed in both cell lines following Erastin treatment (**Figures 4A–C**). *ULBP1* encodes a ligand for the NKG2D receptor expressed on NK cells that plays a pivotal role in immune recognition and anti-tumor cytotoxicity, positioning it as a key effector of ferroptosis-linked immunogenic remodeling.

### ULBP1 expression is regulated by ATF4 and linked to poor survival in neuroblastoma

Previous studies have demonstrated that the transcription factor *ATF4* regulates *ULBP1* expression in tumor-derived human cell lines (37, 38). To determine whether this regulatory axis is conserved in NB, we performed siRNA-mediated knockdown of *ATF4* in Erastin-treated KELLY and SK-N-AS cells. Immunoblot analysis revealed that Erastin treatment upregulated both ATF4 and ULBP1 protein levels (**Supplementary Figure 2**), while silencing of *ATF4* markedly reduced ULBP1 protein expression in the presence of Erastin (**Supplementary Figure 2**). These findings indicate that ULBP1 induction in response to ferroptotic stress is ATF4-dependent in NB cells, linking redox-driven stress signaling to immune recognition pathways.

To determine the clinical relevance of *ULBP1* expression, we analyzed overall survival data from the Sequencing Quality Control (SEQC) neuroblastoma cohort (n = 498) using the R2: Genomics Analysis and Visualization Platform (http://r2.amc.nl). In the complete cohort (**Figure 5A**), patients with low *ULBP1* expression (n = 224) exhibited significantly poorer overall survival compared to those with high expression (n = 274; P = 1.01e–09). This association remained consistent in clinically aggressive subsets (3, 39) defined by *MYCN* amplification (**Figure 5B**; P = 0.012), with progressive disease (**Figure 5C**; P = 3.39e–04) and, among patients with INSS stage 4 and 4s tumors (**Figure 5D**; P = 3.00e–03). Together, these results highlight *ULBP1* as a potential prognostic biomarker in NB and support its involvement in Erastin-mediated ferroptosis and link to immune activation.

**Figure 5:**
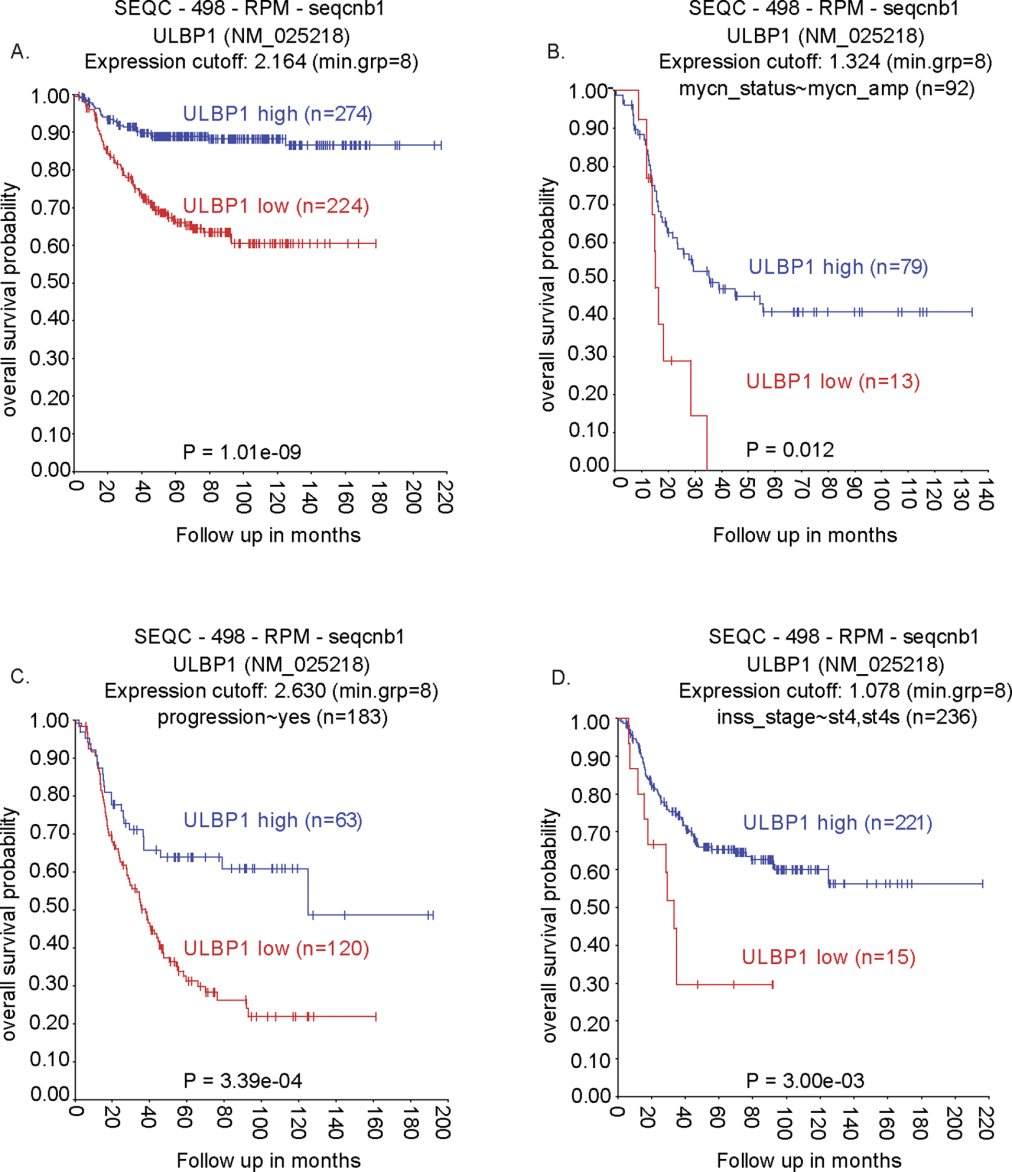
Low ULBP1 expression correlates with poor prognosis in neuroblastoma patients from the SEQC cohort. Kaplan–Meier overall survival analysis was performed using the SEQC neuroblastoma dataset (n = 498) via the R2 Genomics Analysis and Visualization Platform **(A)** Complete cohort; **(B)** *MYCN*-amplified subset; **(C)** Patients with progressive disease; **(D)** INSS stage 4 subset.

### Validation of ULBP1 in NK cell-mediated neuroblastoma cytotoxicity

ULBP1, a member of the ULBP family, plays a pivotal role in activating natural killer (NK) cells through its interaction with the NKG2D receptor. ULBP1 is a key determinant of tumor immune visibility — while its downregulation supports immune evasion, its expression promotes NK cell-mediated recognition and cytotoxicity, thereby enhancing anti-tumor immune responses. Despite its potential as an immune-modulating factor, ULBP1 expression is frequently reduced in many cancers, thereby impairing NK cell-mediated tumor surveillance. To further understand the expression patterns of NKG2D ligands in NB, we analyzed data from the Human Protein Atlas (40–42). Our analysis revealed that the expression of all NKG2D ligands (including ULBP1-6, MICA, and MICB) was notably lower in NB compared to other cancer types (**Supplementary Figures 3**, **4**).

To validate the involvement of ULBP1 in ferroptosis-associated immune modulation, its expression was analyzed in four NB cell lines: KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI. Cells were treated with Erastin, and ULBP1 expression was measured using flow cytometry (**Figure 6A**). Across all four cell lines, a significant increase in ULBP1 expression was observed following Erastin treatment, indicating a consistent upregulation of ULBP1 in cells undergoing ferroptosis (**Figure 6A**; **Supplementary Figure 5A**). To assess whether ferroptotic stress broadly affected NKG2D ligand expression, we additionally examined the surface expression of other NKG2D ligands (ULBP2–6, MICA, and MICB) in SK-N-AS cells following Erastin treatment. Consistent with our RNA-seq data, no significant changes in the expression of these ligands were observed, indicating that Erastin-induced ferroptosis selectively upregulates ULBP1 rather than globally enhancing NKG2D ligand expression (**Supplementary Figure 5B**; **Supplementary File 1**). 

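The 7 other NKG2D ligands in the deposited counts were MICA, MICB, ULBP2, ULBP3, RAET1E, RAET1G and RAET1L. Most had too few reads to pass the filter on low counts. In SK-N-AS only MICA and MICB passed. MICA had 40, 17 and 13 counts with DMSO and 32, 11 and 27 with Erastin, a log2 fold change of -0.03 (standard error 0.48), and its sign changed under 5 of 18 alternatives. MICB had 17, 15 and 16 counts with DMSO and 16, 32 and 25 with Erastin, a log2 fold change of 0.55 (standard error 0.34, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ULBP2, ULBP3, RAET1E and RAET1G had at most 14 counts in each library of that line, and RAET1L had 0. In KELLY ULBP2 had 64 to 72 counts with DMSO and 69 to 81 with Erastin, a log2 fold change of 0.15 (standard error 0.21). ULBP3 had a log2 fold change of 0.45 (standard error 0.41). The other 5 had at most 4 counts in each KELLY library. In each line 0 of these ligands had an adjusted p under 0.05, over all genes tested as well as adjusted over the list alone, and 0 had an unadjusted p under 0.05. The smallest unadjusted p was 0.307 in KELLY and 0.131 in SK-N-AS, both from edgeR's test.

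In simulated counts at these levels and with the spread fitted in each line, a 2-fold rise had an unadjusted p of at most 0.05 in 82% of 200 draws for MICA, 77.5% for MICB, 72.5% for ULBP2 and 52% for ULBP3. A 4-fold rise was found in at least 99% of draws for each of them. The simulated spread was not that of each gene. MICA, with the largest share at 2-fold, had the largest fitted standard error of these ligands (0.48). ULBP2 had the smallest (0.21). The shares for MICA may thus be too high, and they do not show that a 2-fold rise of MICA would have been found. From the surface measurements in SK-N-AS cells together with the RNA-seq data, the paper concludes that Erastin raises ULBP1 selectively among the NKG2D ligands.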

To explore the potential link between ferroptosis-induced ULBP1 upregulation and NK cell-mediated cytotoxicity, co-culture experiments were performed using NB cells and the NK cell line NK-92. Before co-culture, surface expression of the activating receptor NKG2D on NK-92 cells was confirmed by flow cytometry, verifying their capacity to recognize NKG2D ligand–expressing target cells (**Supplementary Figure 5C**). KELLY, SK-N-AS, and SK-N-FI NB cell lines were pre-treated with Erastin to induce ferroptosis or co-treated with the ferroptosis inhibitor Lip-1. After treatment, NB cells were co-cultured with NK-92 cells, and cytotoxicity was assessed by flow cytometry.

**Figure 6:**
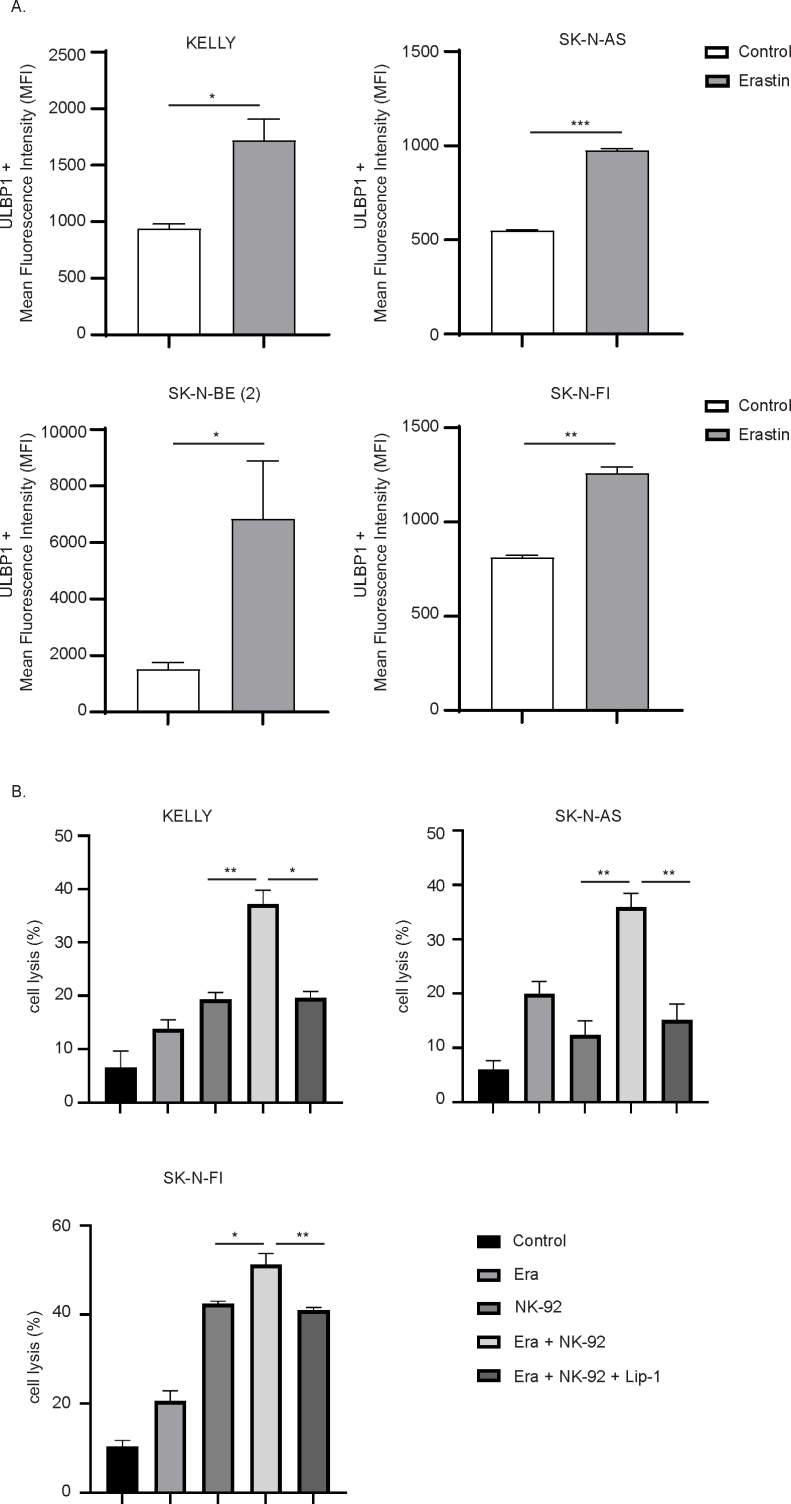
Erastin treatment increases ULBP1 surface expression and enhances NK cell-mediated cytotoxicity in neuroblastoma cells. **(A)** Surface expression of ULBP1 was measured by flow cytometry in KELLY, SK-N-AS, SK-N-BE (2), and SK-N-FI cells treated with DMSO (control) or Erastin. **(B)** NK cell-mediated cytotoxicity assay using NK-92 cells co-cultured with neuroblastoma cells (E:T ratio was 8:1) pre-treated with either DMSO (Control), Erastin, or Erastin in combination with Liproxstatin-1 (Lip-1). Cell lysis percentages were quantified in KELLY, SK-N-AS, and SK-N-FI cells. n = 3 biologically independent experiments. *P<0.05, **P<0.01, ***P<0.001; Paired t test.

Our results demonstrated that Erastin treatment significantly enhanced NK cell-mediated cytotoxicity in all three NB cell lines (**Figure 6B**). Interestingly, SK-N-FI cells displayed only moderate sensitivity to Erastin in proliferation and foci formation assays, but co-culture with NK cells revealed a significant increase in NK cell-mediated cytotoxicity, indicating that ferroptotic stress can potentiate immune-mediated cytotoxic responses (**Figure 6B**). However, when the ferroptosis inhibitor Lip-1 was added alongside Erastin, the observed enhancement in NK cell cytotoxicity was significantly reduced (**Figure 6B**). To further validate these findings using clinically relevant effector cells, we next performed co-culture experiments with primary NK cells isolated from healthy donors. Consistent with the results obtained using NK-92 cells, Erastin pretreatment of NB cells resulted in a significant increase in primary NK cell–mediated cytotoxicity compared to untreated controls (**Supplementary Figure 5D**). In addition, Erastin pretreatment significantly increased NK cell degranulation, as measured by surface expression of CD107a, indicating enhanced functional activation of primary NK cells upon engagement with ferroptosis-stressed NB cells (**Supplementary Figure 5E**). Collectively, these data demonstrate that Erastin-induced ferroptotic stress enhances NK cell cytotoxic function in both NK-92 cells and primary human NK cells.

## Discussion

This study identifies a novel immune-modulatory mechanism in NB, wherein the induction of ferroptosis by Erastin upregulates ULBP1, thereby enhancing NK cell-mediated cytotoxicity. Our findings add an essential layer to the current understanding of ferroptosis, particularly in pediatric cancers like NB, which are typically resistant to conventional apoptosis-based therapies and exhibit poor immune infiltration profiles (21, 43, 44).

Our results show that Erastin-mediated inhibition of the cystine/glutamate antiporter effectively induces ferroptosis in NB cells, as evidenced by reduced cell proliferation, inhibition of foci formation, and increased lipid peroxidation. These findings align with previous studies reporting ferroptosis induction in glioblastoma and pancreatic cancer; however, our work extends these observations by highlighting a novel immune modulatory role in NB (26, 45). ULBP1 plays a crucial role in tumor immune recognition; however, its expression is often downregulated in cancers as an immune evasion strategy (46–48). In our study, Erastin-induced ferroptosis markedly increased ULBP1 expression at both the transcript and protein levels, suggesting that ferroptotic stress can reactivate silenced immune recognition pathways in NB. This observation gains further relevance when viewed against baseline expression data from the Human Protein Atlas, which shows that NB has notably low expression of NKG2D ligands—including ULBP1–6, MICA, and MICB—compared with most other cancer types. This low baseline aligns with the immune-excluded phenotype commonly observed in NB, characterized by minimal immune infiltration and poor antigen presentation (19, 21, 49). The restoration of ULBP1 expression following ferroptosis induction, therefore, represents a potential mechanism to overcome this inherent immune silence and re-sensitize NB cells to NK cell recognition.

We further identified ATF4 as a key transcriptional mediator of ULBP1 upregulation in the context of ferroptosis. Knockdown experiments confirmed that *ATF4* silencing markedly reduced ULBP1 expression in Erastin-treated cells. This finding is consistent with prior evidence that ATF4 drives the expression of NKG2D ligands under cellular stress (28, 29) and supports the notion that ferroptosis leverages a broader stress-response program to enhance tumor immunogenicity. The prognostic significance of ULBP1 was reinforced by our analysis of the SEQC NB patient cohort, where low ULBP1 expression consistently correlated with poor overall survival across high-risk clinical subsets, including those with *MYCN* amplification and progressive disease. This supports previous findings linking NKG2D ligand loss to tumor aggressiveness and immune evasion in other cancer types (50–52). Importantly, this clinical association likely reflects tumor immunoediting, whereby NB cells with intrinsically high *ULBP1* expression are preferentially eliminated by immune surveillance during early disease, leading to the selective outgrowth of more aggressive, immune-evasive clones characterized by low *ULBP1* expression at advanced stages. Within this framework, our findings suggest that Erastin-induced ferroptosis may therapeutically counteract this acquired immune-evasive state by re-inducing ATF4-dependent ULBP1 expression, thereby restoring tumor cell susceptibility to NK cell-mediated cytotoxicity. Thus, our data indicate that ULBP1 is not only a functional mediator of NK cell activation but also a clinically relevant biomarker for risk stratification of NB.

The co-culture experiments presented in this study provide direct functional evidence that Erastin-induced ferroptosis sensitizes NB cells to NK cell-mediated cytotoxicity. Treatment with Erastin markedly enhanced the susceptibility of NB cells to lysis by NK-92 cells, and this effect was significantly reduced by co-treatment with the ferroptosis inhibitor Liproxstatin-1. Importantly, these findings were further supported using primary NK cells from healthy donors, where Erastin-pretreated NB cells induced a significant increase in NK cell-mediated cytotoxicity accompanied by enhanced degranulation. Notably, both *MYCN* and non-amplified NB cell lines exhibited increased *ULBP1* expression and enhanced NK cell-mediated cytotoxicity upon ferroptosis induction, indicating that this immune-stimulatory effect of Erastin is independent of *MYCN* status. These results confirm that the observed increase in cytotoxicity is specifically dependent on ferroptotic stress. It complements recent findings by Mañas et al., who reported that ferroptosis-inducing drugs can synergize with chemotherapy to overcome treatment resistance in chemotherapy-resistant NB models (53). Together, these studies suggest that ferroptosis inducers could be incorporated into multimodal treatment regimens, not only to enhance cytotoxicity but also to reshape the immune microenvironment.

Furthermore, these experiments validate the immunogenic potential of ferroptosis and underscore the therapeutic promise of exploiting this pathway to improve immune-mediated tumor clearance in NB. Notably, the dual role of Erastin—in inducing ferroptosis and enhancing immune recognition—highlights a therapeutic opportunity to integrate ferroptosis inducers with immune-based treatments. This approach differs from current NB immunotherapy strategies, such as anti-GD2 antibodies or checkpoint inhibitors, which primarily target surface antigens or T-cell responses and have shown limited efficacy in immune-excluded tumors like NB (49, 54, 55). Our findings suggest that combining ferroptosis induction with NK cell-based therapies may synergistically overcome both resistance and immune exclusion. While our data provides mechanistic insight into ferroptosis-induced immune modulation in NB, we acknowledge that the study is limited to *in vitro* cell line models. Validation in *ex vivo* patient-derived tumor cells and *in vivo* models will be critical to establish the physiological relevance of ferroptosis–NK cell crosstalk in high-risk NB, particularly in the context of tumor microenvironmental complexity, immune cell heterogeneity, and potential modulation by soluble NKG2D ligands.

In conclusion, this study uncovers a ferroptosis-driven immune reactivation axis in NB mediated by ATF4-dependent ULBP1 expression. These insights pave the way for exploring ferroptosis inducers as adjuncts to immunotherapies in NB and potentially in other cancers with similar immune-evasive phenotypes. Further validation in *in vivo* models and clinical samples will be essential to translating these findings into therapeutic strategies.

## Data Availability

The datasets generated and analyzed in this study are available in public repositories. The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) and are publicly accessible under accession number GSE317656.

How the deposited data were processed for this re-analysis (not part of the article)

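RNA-seq was read from 12 samples of the human neuroblastoma cell lines KELLY and SK-N-AS, 3 with DMSO and 3 with Erastin (KELLY 1 µM, SK-N-AS 2 µM) in each line, taken at 24 h. The authors aligned paired-end reads to GRCh38 and counted them per gene with HTSeq on a GENCODE annotation, and deposited the raw counts per gene, 1 column per sample and without normalization. Each table holds 58735 gene names, of which 1568 repeat a name, and genes of all biotypes. Sample conditions were taken from the column names and sample labels. Total counts per sample lay between 24169796 and 29835670. The values were checked to be whole numbers and no 2 samples were copies of each other. Annotation (GENCODE release 44) gave GC content for 87.8% of the genes tested in KELLY and 88.5% in SK-N-AS. Names were matched by symbol (36238) or by an older symbol (875).

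Each cell line was fitted separately in R 4.3.3 with edgeR 4.0.16: filterByExpr with its defaults, TMM scaling, and the quasi-likelihood test of Erastin against DMSO with treatment as the 1 factor. DEGs were called at the threshold of the methods, unadjusted p of at most 0.05 and fold change of at least 1.5, and separately at a Benjamini-Hochberg adjusted p under 0.05. The interaction of treatment and cell line was tested over all 12 samples. Genes named in the text were those that the paper names or labels in Fig. 4A and Fig. 4C, the NKG2D ligands, and in each line up to 5 genes with the largest rise and 5 with the largest fall among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. For the interaction, the 5 genes with the smallest p were named. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound.

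Lists of genes were tested with camera in limma 3.58.1 (correlation preset at 0.01), with fry beside it and Fisher's exact test on the DEGs, adjusted over 12 lists by Benjamini-Hochberg. The lists were ferroptosis, the one-carbon pool by folate, arginine biosynthesis, glycine, serine and threonine metabolism, carbon metabolism, cytosolic aminoacyl-tRNA synthetases, the integrated stress response, NRF2 targets, ER chaperones, cholesterol biosynthesis, cell cycle and NKG2D ligands. They were written by hand from general knowledge after the paper's list of DEGs had been read, and were not checked against KEGG. A list of 19 marker genes of blood cells was used for 1 check.

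Alternatives were RLE size factors, library size alone, DESeq2 1.42.0 (the tool of the methods), limma-voom, no filter on low counts, at least 10 counts in every sample, protein-coding genes only, the replicate number as a block, a correction for GC content, the block together with that correction, all 12 samples in 1 fit, and each replicate left out in turn. For DEGs, the fold limit inside the model (glmTreat) and an adjusted p with the fold limit were tried. For lists, fry, an estimated correlation, and lists without the genes that the paper names or labels were tried. The GC correction regressed each library's log2 ratio to the mean of its line on GC content (loess, span 0.5, degree 2) and used the curve as an offset. These tests, thresholds, the rule for named genes and the alternatives were set before the data were examined. DESeq2 together with the GC correction, and DESeq2 with a lower fold limit, were chosen after seeing the data.

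The fits were tested on simulated data with 200 changed genes. In KELLY 188 were recovered at the threshold of the methods, with 592 false calls, and 131 at an adjusted p under 0.05, with 6 false calls. In SK-N-AS these were 197 with 148 false calls, and 195 with 8 false calls. With a simulated GC trend, the correction raised recovery at the adjusted threshold from 119 to 177 genes in KELLY and from 192 to 196 in SK-N-AS. False calls rose as well, from 0 to 16 in KELLY and from 1 to 5 in SK-N-AS. Flow cytometry, co-culture, viability and survival measurements were not analysed here.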

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

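Of the tests in this part, those on STC2 were chosen only after its result was seen. The tests on gene lists were set beforehand. The lists themselves were written after the paper's list of DEGs had been read.

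STC2 differed between the cell lines in the interaction test. Its difference in log2 fold change, SK-N-AS minus KELLY, was -2.02. All 3 Erastin samples were above all 3 DMSO samples in KELLY (736, 650 and 732 counts against 122, 115 and 121) and in SK-N-AS (2199, 2985 and 2183 against 1783, 1504 and 1466). Untreated SK-N-AS cells held more STC2, at 59.5 CPM against 4.59 CPM. A trend with GC content as the whole cause is argued against by the corrected fit, in which the adjusted p of the interaction was 1.87e-04 in edgeR (range over 23 alternatives 2.65e-24 to 0.562, under 0.05 in 21) at a difference of -1.80. The higher dose in SK-N-AS cannot be told apart from the cell line, since each line was given 1 dose; 4 of the 14 genes that passed with the correction leaned to KELLY, the line with the lower dose. The starting level in each line stays open as well and was not tested. For the number of genes in the interaction test, 9 of 60 groupings of the samples, the real one included, gave at least as many as the 1 found, so a count of this size is what chance can give.

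Among genes outside the pathways that the paper discusses, cytosolic aminoacyl-tRNA synthetases rose in both lines. In KELLY their median log2 fold change was 0.25 over 20 genes, of which 16 rose (limma camera, Benjamini-Hochberg adjusted p = 7.44e-08). In SK-N-AS it was 0.46, with 13 of 20 genes rising (limma camera, adjusted p = 3.60e-46). In each line the median was higher in all 3 Erastin samples than in all DMSO samples. After the GC correction the adjusted p from limma's camera was 1.07e-23 in KELLY (range over 21 alternatives 2.27e-38 to 0.0317) and 3.29e-62 in SK-N-AS (range 3.30e-136 to 0.00893), which argues against the GC trend as the whole cause. The list passed under all 21 alternatives in both lines, fry and the estimated correlation among them. Of the DEGs, 6 of the 20 genes were called in KELLY (Fisher's exact test, adjusted p = 1.22e-05) and 9 in SK-N-AS (adjusted p = 4.85e-09), and as many are in the paper's list of DEGs. A response to amino acid shortage may lie behind the rise, as a hypothesis; no other treatment in the design tests it.

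Genes of cholesterol biosynthesis fell. In SK-N-AS all 24 genes fell, with a median of -0.26 (limma camera, adjusted p = 2.86e-10), and the median was lower in all 3 Erastin samples than in all DMSO samples. With the GC correction the adjusted p from limma's camera was 5.64e-15 (range over 21 alternatives 1.51e-25 to 0.0254), so the GC trend is not the whole cause. In KELLY the median was -0.14 (limma camera, adjusted p = 0.00457), 13 of 24 genes fell and the samples overlapped. The corrected fit gave an adjusted p of 5.72e-09 from limma's camera (range 2.30e-13 to 0.181), but the list did not pass under fry, the estimated correlation, or without DMSO replicate 2 (0.181) or Erastin replicate 2 (0.117). Counted as DEGs, 3 of the 24 genes were called in KELLY, all falling (Fisher's exact test, adjusted p = 0.0294), and 0 of 24 in SK-N-AS. No biological explanation was tested.

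Targets of NRF2 rose in SK-N-AS, with a median of 0.29 over 28 genes, of which 24 rose (limma camera, adjusted p = 6.89e-26), and in all 3 Erastin samples against all DMSO samples. The GC correction gave an adjusted p of 3.27e-27 from limma's camera (range over 21 alternatives 1.51e-51 to 0.0262), which argues against that trend as the whole cause. Over the 25 genes that the paper does not name or label, of which 3 are in its list of DEGs, the median was 0.23 (limma camera, adjusted p = 1.51e-12). Of the 28 genes, 6 were DEGs (Fisher's exact test, adjusted p = 3.17e-04). In KELLY the list did not pass (27 genes, median 0.02, 15 rose, limma camera adjusted p = 0.111), but it did in 5 of 21 alternatives, among them the GC correction (median 0.04, limma camera adjusted p = 3.82e-04, range over the alternatives 7.71e-06 to 0.801), DESeq2 (0.0488) and the fit without Erastin replicate 1 (0.0241). Whether the lines differ in this list was not tested.

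Cell cycle genes fell in KELLY, with a median of -0.23 over 30 genes, of which 24 fell (limma camera, adjusted p = 2.55e-05), and in all 3 Erastin samples against all DMSO samples. With the GC correction the adjusted p was 2.11e-08 from limma's camera (range over 21 alternatives 7.06e-13 to 0.0385). In SK-N-AS the median was -0.059 and 26 of 30 genes fell (limma camera, adjusted p = 0.0475), with 0.00493 after the correction (range 5.26e-05 to 0.263). The samples of SK-N-AS overlapped and the list passed under 9 of 21 alternatives, fry and the estimated correlation not among them; without DMSO replicate 2 or 3 or Erastin replicate 2 or 3 the adjusted p was 0.129, 0.185, 0.148 and 0.108. Counted as DEGs, 0 of the 30 genes were called in each line. The GC trend is argued against as the whole cause in both lines. Slower growth under Erastin could give such a fall, as a hypothesis; cell numbers were not analysed here.

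For the number of lists with an adjusted p under 0.05, 8 of 12 in KELLY and 10 of 12 in SK-N-AS, 1 of the 10 splits of the 6 samples gave as many in each line, the real one. With 10 splits no smaller share is possible, so the share alone does not decide. The other 9 splits gave 0 to 2 lists in KELLY and 0 to 6 in SK-N-AS.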

How the results depend on the processing

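The alternative chosen only after the result was seen is DESeq2 together with the GC correction. The cause of a change was not tested unless named.

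In KELLY, 330 DEGs became 980 without a filter on low counts, where more genes were tested, 203 with protein-coding genes only, where fewer were, 767 with all 12 samples in 1 fit, 99 with the fold limit inside the model and 1 with an adjusted p and the fold limit. The count ranged from 197 (without Erastin replicate 1) to 996 (without DMSO replicate 2) over the 6 fits that each left out 1 replicate. The 1 gene with an adjusted p under 0.05 became 25 with DESeq2, 19 without the filter, 33 with the GC correction, 79 with DESeq2 and the GC correction and 17 with all 12 samples, and 0 to 2 with 1 replicate left out (254 to 1078 at an unadjusted p of at most 0.05). For SK-N-AS DEGs at the paper's threshold, 429 became 851 without the filter, 179 with the fold limit inside the model and 85 with an adjusted p and the fold limit. The 106 genes with an adjusted p under 0.05 became 189 with DESeq2, 265 without the filter, 834 with the GC correction, 911 with DESeq2 and the GC correction and 46 with all 12 samples. They ranged from 53 (without DMSO replicate 2) to 855 (without DMSO replicate 3); without Erastin replicate 2 or 3 there were 67 and 70. All 106 were also found with DESeq2 and with the GC correction.

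The rise of ULBP1 in KELLY kept its direction in all 18 alternatives. It passed the adjusted threshold in 4: with DESeq2 (log2 fold change 1.38), without the filter (1.39), with the GC correction (1.57) and with DESeq2 and the GC correction (1.57). ATF4 in KELLY passed with the GC correction (0.69) and with DESeq2 and the GC correction (0.69). In SK-N-AS, ATF4 passed in all 18 alternatives and ULBP1 in the 16 that gave it an adjusted p; with at least 10 counts in every sample it was not tested, and DESeq2 with the GC correction gave it none. MICA in SK-N-AS, with a log2 fold change of -0.03 and few counts, reversed with the GC correction (0.0098) and with DESeq2 and the GC correction (0.039), and ranged from -0.32 to 0.58 with 1 replicate left out; it was 0.58 without DMSO replicate 1 and 0.36 without Erastin replicate 2. With 8 of 12 lists passing in KELLY, 3 passed with an estimated correlation and 4 without the genes that the paper names or labels, but all 12 with the GC correction and with DESeq2 and the GC correction, and from 6 to 11 (without Erastin replicate 1) with 1 replicate left out. In SK-N-AS, where 10 of 12 passed, 6 did without those genes and 10 with the GC correction.

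Of the paper's KELLY list, 256 genes were DEGs, against 469 with DESeq2, 467 without the filter and 167 with protein-coding genes only, and from 126 to 333 with 1 replicate left out. The interaction test gave 1 gene, against 12 with DESeq2, 8 without the filter, 14 with the GC correction, 70 with DESeq2 and the GC correction, and 1 to 3 with 1 replicate left out (3 without KELLY DMSO replicate 2). The lines shared 45 DEGs, against 72 without the filter and 37 to 56 with 1 replicate left out. Pearson's r across genes changed sign without the filter (-0.00184), without DMSO replicate 3 of SK-N-AS (-0.12) and without its Erastin replicate 2 (-0.03), and lay between -0.12 and 0.27 with 1 replicate left out.

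In KELLY, samples with the same replicate number did not deviate together: the correlation of their deviations was -0.58, -0.59 and -0.07. In SK-N-AS it was -0.03, 0.10 and 0.18. The numbers were not taken as pairs. A replicate block raised the biological coefficient of variation from 0.246 to 0.323 in KELLY. In SK-N-AS the block lowered it from 0.105 to 0.0904, so a shared effect of the replicate number stays open in that line. With the replicate block, KELLY had 8 lists passing, and 12 with the GC correction. It had 114 DEGs (106 of the paper's list) and 0 genes with an adjusted p under 0.05, and 191 (134) with the GC correction; SK-N-AS had 308 genes with an adjusted p under 0.05, and 1451 with the GC correction. The interaction gave 0 genes with the block (420 at an unadjusted p of at most 0.05) and 2 with the GC correction, and MICA was 0.022 with both. At the unadjusted threshold without a fold limit, 114 KELLY genes passed with the block.

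For the single genes and ligands named in the text, apart from ULBP1 and ATF4, and for Pearson's r across genes, 729 comparisons were made: 630 were the same, 57 passed the threshold newly (14 results), 34 no longer passed (10 results) and 8 reversed (MICA in SK-N-AS and Pearson's r). Depth limits the NKG2D ligands, most of which did not pass the filter on low counts.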

Differences from the paper's values

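Values read by eye from Fig. 4A are the paper's and are marked so; the others are computed from the deposited counts with edgeR. In KELLY the paper's log2 fold change of STC2 was about 1.3 in Fig. 4A, read by eye, against 2.59, and of CHAC1 about 1.8 in Fig. 4A, read by eye, against 2.94. In SK-N-AS the paper's value of CHAC1 was about 4.1 in Fig. 4A, read by eye, against 4.56, of SLC7A11 about 2.9 in Fig. 4A, read by eye, against 2.01, of PSAT1 about 2.6 in Fig. 4A, read by eye, against 2.02, and of ATF4 about 3.1 in Fig. 4A, read by eye, against 1.51. None of the alternatives set before the data were examined closed these 6 gaps. For PHGDH in SK-N-AS the paper's value was about 3.4 in Fig. 4A, read by eye, against 3.76; without Erastin replicate 2 it was 3.54, which closed the gap, and no other alternative did. No single change of scale brings these values together. The paper's own supplementary list does not show these gaps: it gives 2.58 for STC2 and 2.94 for CHAC1 in KELLY, and 4.57 for CHAC1, 2.01 for SLC7A11, 2.03 for PSAT1, 1.52 for ATF4 and 3.77 for PHGDH in SK-N-AS. The gaps are those of the values read from the figure.

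The paper names ferroptosis and arginine biosynthesis among the enriched pathways, found by over-representation in its DEGs. Camera is another kind of test, which ranks a list's genes against the other genes. Fisher's exact test on the DEGs is closer to the paper's. In KELLY it gave an adjusted p of 0.0621 for each list, with 3 of 34 and 2 of 15 genes called. In SK-N-AS Fisher's exact test gave an adjusted p of 0.0294 for ferroptosis and 0.468 for arginine biosynthesis. With hand-written lists in place of KEGG's, ferroptosis did not pass in KELLY (limma camera, Benjamini-Hochberg adjusted p = 0.544, 14 of 34 genes rose). It passed with the GC correction (0.00978), with the replicate block and the GC correction (0.0157), without Erastin replicate 1 (0.0241), and with DESeq2 and the GC correction (0.00233), the last chosen after seeing the values. Arginine biosynthesis did not pass in KELLY (limma camera, adjusted p = 0.160, 6 of 15 genes rose). It passed with at least 10 counts in every sample (0.0433), with the GC correction (0.00318), with the replicate block and the GC correction (0.00268), without Erastin replicate 1 (0.0435), under fry (0.00771), and with DESeq2 and the GC correction (2.80e-04), the last chosen after seeing the values. In SK-N-AS arginine biosynthesis (limma camera, adjusted p = 0.263, 5 of 16 genes rose) passed under none of the 21 alternatives.

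The paper states that protein-coding genes were selected. Of its listed genes with a biotype in GENCODE release 44, 78 of 366 in KELLY and 56 of 328 in SK-N-AS have another one. The paper states a fold limit of 1.5. With DESeq2 at that limit, 469 and 382 genes were called against the paper's 479 and 393, and the smallest change in its list is 0.58 on the log2 scale in both lines. With a slightly lower limit, chosen after seeing the values, DESeq2 gave 479 and 393.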

Other observations

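Of the tests in this part, those of the GC trend on the spread of the KELLY libraries and on ULBP1, of swapped labels, of blood cells and of the DEGs without a known GC content were chosen only after the result was seen.

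The KELLY libraries spread along an axis that is not treatment. The first principal component held 65.8% of their variance, with DMSO replicate 1 at 1 end and Erastin replicate 1 at the other. In genes under 40% GC the median log2 ratio to the mean of the line was 0.54 in the first and -0.62 in the second; over 60% GC it was -0.64 and 0.65. For library size, Pearson's r of the component with total counts was -0.34 (exact permutation p = 0.513); 6 libraries are too few to decide, and this explanation stays open. Swapped labels of those samples are argued against by genes chosen without the KELLY labels, namely 67 of the 74 that rose in SK-N-AS at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment), those tested in KELLY and with a known GC content. With the GC trend removed, their median log2 ratio of Erastin to DMSO in KELLY was 0.61 in replicate 1, 0.57 in replicate 2 and 0.59 in replicate 3, against 0.01 between DMSO replicates 2 and 3 and 0.02 between Erastin replicates 2 and 3. A GC trend between libraries is a candidate explanation: correcting for it took the biological coefficient of variation to 0.146. The component still held 49.1% of the variance after the correction, so other sources stay open, and what made the trend was not tested.

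The KELLY DEGs that rose had a median GC content of 57.9%, against 49.5% for the genes tested. With the GC correction 59.9% of those with a known GC content remained, so the trend cannot be the whole cause of the rise but may add to it. Of the DEGs that fell 72.3% of those with a known GC content remained, which argues against the trend as the whole cause of the fall in the same way. In SK-N-AS 99.4% of those that rose and 91.1% of those that fell remained, which argues against the trend as their cause. For the DEGs without a known GC content, which the correction leaves as they are, the trend cannot be told apart from the treatment: in KELLY 32 that rose and 38 that fell, and in SK-N-AS 43 and 24. ULBP1 rose past the adjusted threshold after the correction, with an adjusted p of 0.00276 in KELLY (range over 18 alternatives 1.37e-13 to 0.961) and 0.00244 in SK-N-AS (range over 16 alternatives 1.11e-06 to 0.0430) from edgeR with Benjamini-Hochberg adjustment, in 3 of 3 Erastin samples above all DMSO samples in each line. The GC trend is thereby argued against as the cause of that rise.

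For the number of DEGs in KELLY, 4 of the 10 splits of the 6 samples gave as many as the 330 found. The split that set DMSO replicates 1 and 3 and Erastin replicate 2 against the others gave 2706; these 3 libraries fall with GC content and the other 3 rise with it, so that split follows the trend. With the GC correction 3 of the 10 splits gave as many as the 326 found, and this split gave 695. At an adjusted p under 0.05, 1 of the 10 splits in KELLY gave as many genes, the real one. In SK-N-AS 1 of the 10 splits, the real one, gave as many DEGs, as many DEGs with the GC correction and as many genes with an adjusted p under 0.05. With 10 splits no smaller share is possible, so the share alone does not decide. The other 9 splits of SK-N-AS gave 94 to 216 DEGs against 429, and 0 or 1 genes with an adjusted p under 0.05 against 106; with the GC correction the latter were 0 or 1 against 834. In KELLY the other 9 splits gave 0 genes with an adjusted p under 0.05 (82 to 5356 at an unadjusted p of at most 0.05) against 1, and with the GC correction 0 (147 to 2512 unadjusted) against 33. For the KELLY counts of DEGs, a chance split cannot be told apart from treatment. Of 100 pairs of splits, 2 shared as many DEGs in one direction as the real pair's 41, the other with 54 sharing the KELLY split that follows the GC trend. That share is under 0.05, which argues against chance as the source of the overlap between the lines.

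After the GC correction 33 genes had an adjusted p under 0.05 in KELLY, of which 31 rose and 26 belong to the integrated stress response or aminoacyl-tRNA synthetase lists. Of the 25 genes found with DESeq2 in KELLY, 22 are among the 33. ER chaperones did not pass in either line by limma's camera on the uncorrected counts (Benjamini-Hochberg adjustment, 20 genes, median 0.04 and adjusted p = 0.265 in KELLY with 11 genes rising, median 0.03 and adjusted p = 0.206 in SK-N-AS with 11 genes rising). In KELLY the list's median was higher in all 3 Erastin samples than in all DMSO samples, and the list passed in 4 of 21 alternatives: under fry (0.00995) and in the 3 with the GC correction (limma camera, adjusted p = 0.00934 with that correction alone, range over the alternatives 7.26e-04 to 0.507). In SK-N-AS it passed in 0 of 21, at an adjusted p of at least 0.0590 from limma's camera or fry. The NKG2D ligand list passed (limma camera, 3 genes, adjusted p = 3.06e-04 in KELLY, 8.99e-04 in SK-N-AS), but not without ULBP1 (0.317 and 0.490).

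Globin reads were high in 3 libraries with replicate number 1. HBB had 208 counts in KELLY DMSO 1, 91 in KELLY Erastin 1 and 40 in SK-N-AS Erastin 1, and HBA2 had 178, 37 and 21; each had at most 3 counts in every other library. RNA of blood cells is a possible explanation. A list of 19 other blood cell genes had 45 reads in KELLY DMSO 1, against 31 to 41 in the other KELLY libraries and 1 to 14 in SK-N-AS. S100A9 had 17 in KELLY DMSO 1, 4 in SK-N-AS Erastin 1 and 0 in KELLY Erastin 1. It had 0 in every library with few globin reads. These counts are too few to decide, so blood RNA cannot be told apart from another source. No biological explanation was tested.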
